# Microarray analyses of otospheres derived from the cochlea in the inner ear identify putative transcription factors that regulate the characteristics of otospheres

**DOI:** 10.1371/journal.pone.0179901

**Published:** 2017-06-29

**Authors:** Takehiro Iki, Michihiro Tanaka, Shin-ichiro Kitajiri, Tomoko Kita, Yuri Kawasaki, Akifumi Mizukoshi, Wataru Fujibuchi, Takayuki Nakagawa, Tatsutoshi Nakahata, Juichi Ito, Koichi Omori, Megumu K. Saito

## Abstract

Various tissues possess tissue-specific stem/progenitor cells, including the inner ears. Stem/progenitor cells of the inner ear can be isolated as so-called otospheres from differentiated cells using a sphere forming assay. Although recent studies have demonstrated the characteristics of otospheres to some extent, most of the features of these cells are unknown. In this report, we describe the findings of transcriptome analyses with a cDNA microarray of otospheres derived from the cochleae of the inner ears of neonatal mice in order to clarify the gene expression profile of otic stem/progenitor cells. There were common transcription factors between otospheres and embryonic stem cells, which were supposed to be due to the stemness of otospheres. In comparison with the cochlear sensory epithelium, the otospheres shared characteristics with the cochlea, although several transcription factors specific for otospheres were identified. These transcription factors are expected to be essential for maintaining the characteristics of otospheres, and appear to be candidate genes that promote the direct conversion of cells into otic stem/progenitor cells.

## Introduction

Hearing is essential for communication. Approximately 360 million people suffer from hearing impairment worldwide [1], which results in a lower quality of life for these patients. The perception of sound involves the cochlear sensory epithelium (CSE), which contains hair cells and supporting cells. Hair cells are the transducers of auditory stimuli into neural signals, and are surrounded by supporting cells [2]. Sensory hearing loss mainly occurs as a result of disorders of the hair cells [3]. The hair cells can be damaged by acoustic trauma, ototoxic drugs and/or aging.

In mammals, the capacity for proliferation and regeneration in mammalian hair cells is considered to be lost after birth [4], and sensory hearing loss is almost always permanent owing to the irreversible loss of hair cells or their associated neurons [5]. Adult avian vestibular and auditory hair cells can be newly produced and regenerated after noise or ototoxic drug damage via mechanisms of cell differentiation following supporting cell division as well as direct transdifferentiation [6–12]. A recent report showed that Wnt signaling plays the main role in avian HC regeneration [6]. However, some studies have shown that hair cells in the vestibular organs of adult mammals can occasionally be regenerated *in vitro* after certain ototoxic damage [13–15]. It has also been reported that the supporting cells from neonatal mouse cochleae retained their capacity to divide and transdifferentiate into hair cells [16]. These findings indicate the possible presence of remaining stem/progenitor cells that can give rise to hair cells in the mammalian inner ear.

However, this regeneration takes place only under specific *in vivo* conditions, and is not practically present under normal conditions, suggesting that the cochlear sensory epithelium harbors dormant stem/progenitor cells that are able to differentiate upon specific types of stimulation. Therefore, innovative cell therapies, such as those promoting the expansion, directed differentiation and transplantation of these stem cells, may provide a cure for hearing loss. Stem/progenitor cells have been proven to be harbored in the CSE via the generation of floating spheres, called otospheres, when cells dissociated from the CSE were subjected to a suspension culture [17,18].

This sphere formation assay is similar to the neurosphere assays, where multipotent and self-renewing cells can be isolated from the central nervous system in mammals [19–21]. Using this technique, the isolation of stem/progenitor cells from the vestibular and cochlear regions has been successfully performed [17,18,22–29]. Otospheres have a capacity for self-renewal, express markers of the developing inner ear, such as Sox2 and Nestin, and are capable of differentiating into a variety of cell types of the inner ear, including hair cells, supporting cells and neurons.

Recent studies have shown that the capacity of otospheres for self-renewal and multipotency are regulated by the cell cycle and Wnt or Notch signaling [30–32]. However, a comprehensive gene analysis has not yet been reported, and the detailed gene expression patterns regulating these abilities are generally unknown. Because stem/progenitor cells derived from various tissues share fundamental biological properties, it has been argued that these cells may share a subset of specific genes related to “stemness” [33,34]. These genes may also be expressed in a higher order pattern [35], even if they are not common genes known as universal markers of stem cells. Therefore, using a cDNA microarray, we compared the gene expression pattern of otospheres with that of the CSE and embryonic stem cells (ESCs) to clarify the unique transcriptional characteristics of otospheres as tissue-specific stem/progenitor cells.

## Materials and methods

### Study ethics

All experimental protocols were approved by the Animal Research Committee of the Kyoto University Graduate School of Medicine (Permit Number. Med Kyoto 13156) and performed according to the institutional guideline of Kyoto University. Sodium pentobarbital was used for euthanasia of all mice, and all efforts were made to minimize suffering. Animal care was provided by the Institute of Laboratory Animals of Kyoto University.

### Animals and cochlear dissection

Newborn postnatal day 1 (P1) Institution of Cancer Research (ICR) mice were used for the study. For each experiment, the CSE was dissected from 10 mice as described previously [36] (Fig 1A). In brief, after being anesthetized and washed with 70% ethanol, the mice were decapitated and the temporal bones were dissected. Twenty cochleae were excised and the whole cochlear ducts were exposed by removing the bony capsule. The CSE was isolated by separating the spiral ligament and stria vascularis, and the isolated organs were transferred to a sterile dish containing cold Hanks’ Balanced Salt Solution (HBSS). Lgr5-EGFP-IRES-CreERT2 neonatal mice [37] was kindly provided by Dr. Tateya (Institute for Virus Research, Kyoto University).

**Fig 1:**
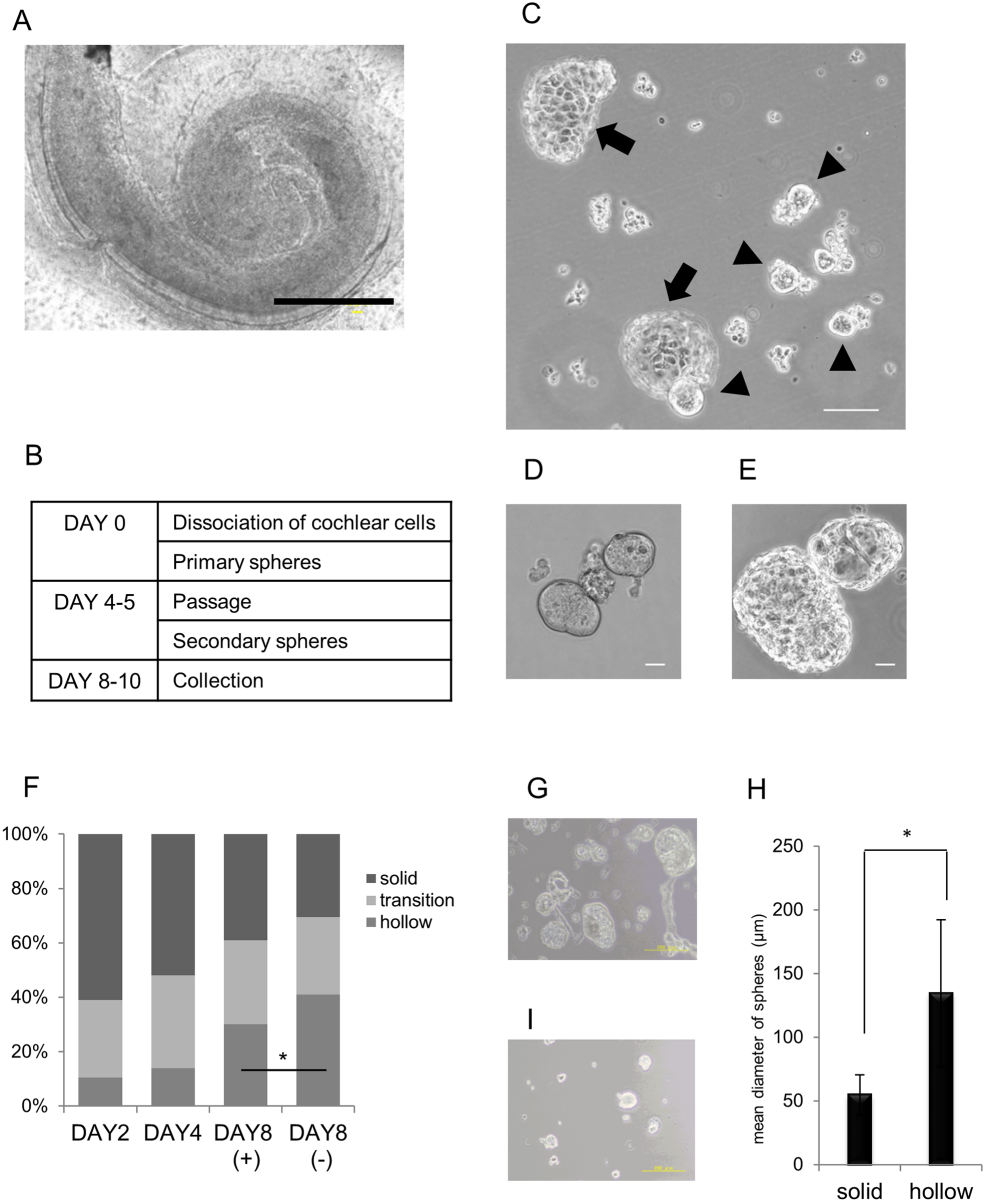
Otosphere preparation from the cochlear sensory epithelium. (A) A phase-contrast microscopic view of a neonatal mouse CSE. The scale bar represents 400 μm. (B) A time table for the culture of otospheres. (C) Otospheres formed from dissociated CSE via suspension culture for two days (arrowhead; solid type, arrow; hollow type). The scale bar represents 100 μm. (D, E) A high magnification view of the solid (D) and hollow (E) types of otospheres. The scale bar represents 10 μm. (F) The ratio of different sphere morphologies after 2, 4 and 8 days in the suspension culture. The major solid sphere population observed on DAY 2 was decreased on DAY 8. Conversely, the hollow sphere population increased on DAY 8. DAY 8 (+) or (-) means the presence or absence of the passaging of otospheres on DAY4. Fewer hollow spheres were observed in DAY 8 (+) condition (*p<0.01; Chi-square test). The ratio was obtained by the mean numbers of spheres in six plates in one experiment. (G-I) The otospheres before (G) and after (I) filtration using a cell strainer for the otospheres when they were cultured for four days after the first passage. The differences in size between the solid and hollow types of secondary otospheres are shown in (H). The hollow spheres were larger in diameter than the solid spheres (*p<0.01; Student’s *t*-test). The scale bar represents 200 μm in (G) and (I).

### Tissue dissociation and otosphere culture

The tissue processing and sphere formation were performed as described previously [36]. Four batches of CSE were transferred into 100 μl of 0.125% trypsin/EDTA (Thermo Fisher Scientific) in phosphate-buffered saline (PBS) and incubated for 15 minutes at 37°C. Enzymatic digestion was then blocked by adding 100 μl of a 5 mg/ml trypsin inhibitor (Sigma-Aldrich) and a 0.6 mg/ml DNase I solution (Sigma-Aldrich) in the sphere culture medium consisting of Dulbecco's modified Eagle’s medium/F12 mixed 1:1 (DMEM/F-12, Gibco, Thermo Fisher Scientific) supplemented with N2 and B27 (Gibco, Thermo Fisher Scientific), basic fibroblast growth factor (bFGF; 10 ng/ml, R&D systems, Biotechne), mouse insulin-like growth factor-1 (IGF1; 50 ng/ml, all growth factors obtained from R&D Systems), heparan sulfate (50 ng/ml, Sigma-Aldrich) and ampicillin (50 μg/ml, Sigma-Aldrich). Epidermal growth factor (EGF) was not used because the stemness of spheres can be negatively affected by EGF treatment [38]. The concentration of bFGF was optimized by our experiment at 10 ng/ml (S1 Fig).

The tissues were carefully triturated by pipetting 40 times with plastic pipette tips (10–200 μl; Greiner). The cell suspension was filtered through a 70 μm cell strainer (BD Falcon) into the wells of a six-well low attachment plate (Greiner). The remaining cells present on the first dish were washed out with 900 μl of sphere culture medium, and this medium was passed through the cell strainer into the same well of the second plate. The same manipulation was repeated with another 900 μl of medium. The cell suspension was cultured in an incubator at 37°C with 5% CO_2_. Primary otospheres were cultured for four or five days. For expansion, the otospheres were dissociated using 0.125% trypsin/EDTA for 15 minutes at 37°C, followed by mechanical dissociation involving 40 times of repeated pipetting with plastic pipette tips (10–200 μl). Then, the cell suspension was filtered through a 100 μm cell strainer (BD Falcon), and the cells were replated in a six-well low attachment plate and cultured for four or five days to obtain secondary otospheres. A time table of the cell culture is shown in Fig 1B.

To measure the diameter of the otospheres, 10 solid and 10 hollow secondary otospheres cultured for 4 days were randomly chosen for an evaluation. Their diameters were measured using a BZ-9000 All-in-one Fluorescence Microscope (Keyence), and the mean was calculated individually for the solid/hollow otospheres. The results are expressed as the means ± standard deviation (SD). Statistical significance was determined using Student’s *t*-test. The data are representative of three biological replicates.

### Otosphere differentiation

In order to study their capacity for differentiation, secondary otospheres were dissociated with 0.125% trypsin/EDTA for 15 minutes and transferred to four-well tissue culture plates (Greiner) coated with fibronectin (10 μl/ml, Sigma-Aldrich). The cells were maintained in an incubator in differentiation medium consisting of DMEM/F-12 supplemented with N2 and B27 and ampicillin (50 μg/ml). The fate of the differentiated cells was analyzed after seven days using immunocytochemistry at 37°C with 5% CO_2_.

### Mouse ESCs

Undifferentiated ESCs (D3 and G4-2) were maintained in gelatin-coated dishes without feeder cells in Dulbecco’s modified Eagle’s medium (DMEM, Gibco, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (FBS, Gibco, Thermo Fisher Scientific), 0.1 mM 2-mercaptoethanol (Wako), 0.1 mM nonessential amino acids (Gibco), and 1,000 U/ml of LIF (Wako).

### RNA isolation

Total RNA was isolated from the CSE of P1 ICR mice, the secondary otospheres and mouse ESCs (G4-2, D3). Secondary otospheres were filtered through a 100 μm cell strainer (BD Falcon) before RNA isolation to obtain a pure batch of solid otospheres. Each specimen was soaked in Trizol (Thermo Fisher Scientific) and degraded completely. Genomic DNA was degraded by aspirating the specimen with a 22 G needle (Terumo), and was removed by collecting the supernatants after centrifugation. Chloroform and glycogen (Sigma-Aldrich) were added to the supernatants to obtain an aqueous phase, which included RNA. Total RNA was isolated from the solution via isopropanol precipitation and was washed with 70% ethanol. To prevent DNA contamination, DNase treatment of the extracted RNA was performed with TURBO^™^ DNase (Ambion). The isolated RNA was dissolved in 50 μl of RNase-free water, after which the concentration of total RNA was measured using a Nanodrop2000 (Thermo Fisher Scientific) and the quality was assessed using an Agilent 2100 Bioanalyzer (Agilent Technologies).

### Reverse transcription-polymerase chain reaction (RT-PCR)

A total of 500 ng of total RNA was reverse transcribed into cDNA using Prime Script (Takara) with oligo dT primers and random hexamer primers. The RT-PCR analysis was performed using the cDNA as a template with the primers shown in S1 Table.

### Real-time quantitative PCR (qPCR)

qPCR was performed with the ABI StepOnePlus Real-Time PCR System (Applied Biosystems) using SYBR Green fluorescence (Takara) in accordance with the manufacturer's instructions. Rplp0 was used as a reference gene to normalize the relative expression of the selected genes. The qPCR amplification was carried out using the following cycle parameters: 95°C for 30 sec, followed by 40 cycles of 95°C for 5 sec, 60°C for 20 sec and 95°C for 60 sec, and then 60°C for 30 sec. Primers were designed by ProbeFinder (Roche Life Science) (see S2 Table). For each selected gene, three biological replicates were assayed independently. Relative expression fold-changes were calculated using the 2−ΔΔCt method with the expression in ESCs as the calibrator.

### Immunocytochemistry

The specimens were fixed with 4% paraformaldehyde for 15 minutes at room temperature. After being blocked with 4% Block Ace (DS pharma Biomedical) in 0.2% Triton X-100 PBS, the specimens were incubated with primary antibodies overnight at 4°C, followed by incubation with secondary antibodies for 60 minutes at room temperature. The specimens were then counterstained with DAPI, mounted with VECTASHIELD^®^ (Vector Labs) and analyzed using an Olympus FV1000 confocal microscope. The primary antibodies used are listed in S3 Table.

### Microarray

#### Microarray data preparation

Fifty or one hundred nanograms of total RNA were used to prepare Cy3-labelled target cRNA with the Low Input Quick Amp Labeling Kit (Agilent Technologies). The target cRNAs were hybridized to SurePrint G3 Mouse GE 8×60K Microarrays (Agilent Technologies) according to the manufacturer's instructions. The microarrays were scanned, and the data were analyzed using the Bioconductor package, limma. The complete dataset for this analysis is available at the NCBI Gene Expression Omnibus using accession no. GSE93055.

#### Data processing

A three-stage data processing procedure was applied to raw signal intensities. First, a background correction was performed with the ‘backgroundCorrect’ function in the ‘limma’ package of R. Then, the quantile normalization was performed to remove the technical bias using the ‘normalizeBetweenArrays’ function in the ‘limma’ package of R. Finally, to filter out control probes and low expression probes, the 95th percentiles of the negative control probes on each array were computed, and probes that were at least 10% brighter than the negative controls on at least three arrays were stored.

#### Quality control analysis

Expression vectors for each sample were passed to the ‘procomp’ function in the R software package, and the result were visualized as a 3D plot using to the ‘scatterplot3d’ function in the ‘scatterplot3d’ package of the R software in Fig 2A.

**Fig 2:**
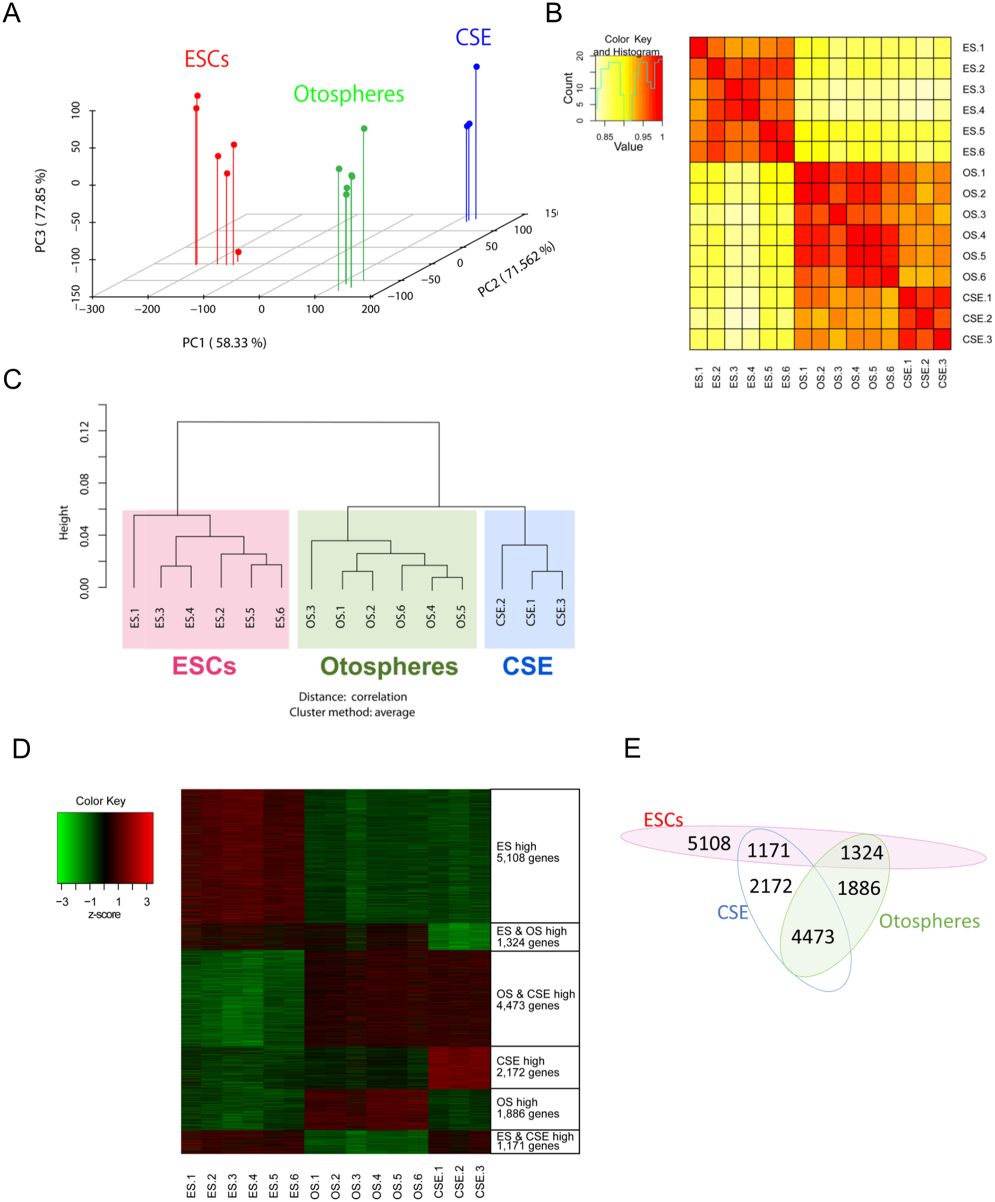
The differences observed in microarray data among the ESCs, otospheres and CSE. (A) The results of the three-dimensional principal component analysis of the three groups. The values in the brackets indicate the accumulated contribution rates. (B) The heat map displays the correlations of the gene profiles of any two samples. (C) The hierarchical clustering of samples of the ESCs, otospheres and CSE. (D) A heat map showing representative gene sets enriched among the groups according to the gene expression standardized by the z-score. (E) Venn diagram illustrating the distribution of the genes presented in (D) [49].

#### Sample-to-sample correlation analysis

The sample-to-sample correlation matrix calculated from the expression vectors for each sample was used to generate a correlation heat map using the ‘heatmap2’ in the ‘gplots’ package of the R software program without addition function al scaling, as shown in Fig 2B, and then samples were clustered according to similarity using the ‘pvclust’ function in the ‘pvclust’ package of the R software program, as shown in Fig 2C.

#### Marker gene analysis

The genes reported to be expressed specifically in the ESCs and mouse cochlea were manually retrieved from the probe sets to generate an expression matrix. The expression values were then converted to z-scores and visualized as a heat map using the ‘heatmap2’ function, and the results are shown in S2 Fig.

#### Differential expression analysis and identification of the expression pattern

To identify genes that were differentially expressed among ESCs, otospheres and CSE, statistical tests with a one-way ANOVA for each probe were performed. Multiple comparisons were then made of the false discovery rates (FDRs), and a FDR < 5% was chosen to be significant. Next, template matching was performed for classification. We generated 25 template patterns as binary vectors with a length of 3, except for (0,0,0) and (1,1,1). For each probe that was significantly differentially expressed, the Pearson’s correlation coefficient between the mean expression values for technical duplication (n = 2) and the template pattern were calculated, and the most correlated pattern was chosen as the expression pattern. A gene ontology analysis was performed using the David v6.7 software program [39].

## Results

### Otosphere generation

The cells were dissociated from the CSE of newborn mice cochleae (Fig 1A). The dissociated cells were microscopically inspected to make sure that they were completely separated into single cells, and then were cultured under floating conditions (Fig 1B). Sphere formation was found the next day (Fig 1C). As in previous reports [27,28] we classified otospheres into three subtypes based on the microscopic view: solid, transitional and hollow (Fig 1D and 1E). The solid spheres were the smallest among the three types and were found to be perfectly round with a smooth surface, while the hollow spheres were the largest, with a highly transparent thin wall. The surface of the hollow spheres displayed a polygon shape. Transitional spheres displayed an intermediate appearance between the solid and hollow types.

Collecting only solid and transitional spheres was important for the microarray analysis, because hollow spheres lose their multipotency when they differentiate into CSE components [27]. In the methods of Heller’s group, approximately 40% of spheres remained as a solid shape over 8 days of culture (Fig 1F and 1G). We therefore subcultured the otospheres to exclude the presence of contaminating cells and concentrate the stem/progenitor population. As a result, the passage of spheres by dissociating and re-aggregating cells reduced their transformation into the hollow type (Fig 1F). Primary otospheres obtained after four or five days of culture were then passaged, and secondary otospheres were further cultured for four or five days. The hollow spheres were then filtered out according to the difference in the diameter of the spheres (Fig 1H). And finally we obtained solid otospheres with more than 90% purity (Fig 1I).

### Characteristics of the solid otospheres

We next characterized the otospheres formed by our method. We first examined the expression of SOX2, which is a transcription factor involved in the development of the sensory region of the inner ear, cell fate determination and stem cell maintenance [40,41]. SOX2-positive cells were detected in all spheres, and more than 80% of cells in each sphere expressed SOX2 (Fig 3A and 3B). We also examined the expression of several genes characteristic in otospheres. The expression of stem cell markers, *Sox2* and *Nestin*, was detected in the otospheres as well as the CSE and ESCs (Fig 3C). *Bmp7*, a marker of the development of the inner ear [42], was also expressed in the otospheres, while the expression of *Bmp4* was not high. S100A1, expressed in cochlear cells [43], and NESTIN were detected in the otospheres by immunocytochemistry, but the hair cell markers PARVALBUMIN [44], ATOH1 and MYOSIN VIIA were not detected without several cells, nor was NANOG detected at all (Fig 3B), implying that otospheres have characteristics of stem/progenitor cells while retaining the expression of some major CSE-associated genes.

**Fig 3:**
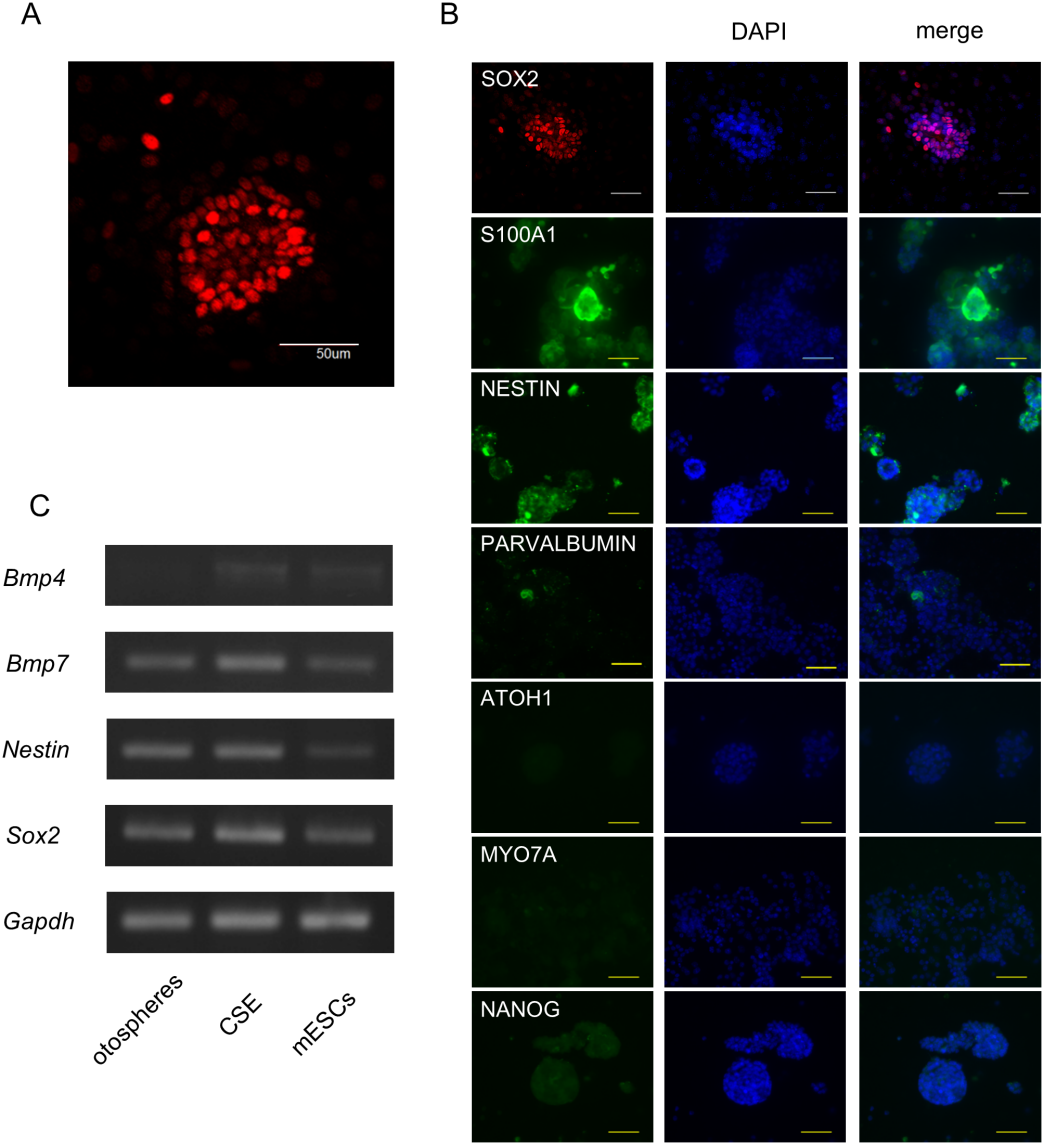
Examination of the genetic characteristics of secondary solid otospheres. (A) Representative immunostaining of solid otospheres for SOX2. The scale bar represents 50 μm. (B) Representative immunostaining of solid otospheres for proteins expressed in cochlea cells or pluripotent cells. The scale bar represents 50 μm. (C) The results of the RT-PCR analyses of several stem cell and developing cochlea markers in the secondary otospheres, neonatal cochlear sensory epithelium (CSE) and mouse ES cells (mESCs).

### Multipotency of the solid otospheres

Next, the differentiation capacity of the secondary otospheres (Fig 4A) was evaluated. Otospheres were differentiated via an adhesion culture. There were a few scattered cells expressing the hair cell marker MYOSIN VIIA [45] (5.2%±3.1%), and about 20% of the differentiated cells expressed P27KIP1 (18.3%±10.3%) and JAGGED1 (22.4%±2.7%), which are expressed in supporting cells [46,47]; the latter cells formed colonies. We confirmed that there were no cells expressing markers for both hair and supporting cells coincidently. The expression of the neuronal marker βIII TUBULIN was also found to be positive in differentiated cells (17.7%±4.2%), and SOX2-positive cells were found in 64.4%±14.3% of the observed cells. These results do not mean that these cells remained undifferentiated, because SOX2 is also expressed in supporting cells [41]. Some of the MYOSIN VIIA-positive cells were co-stained for ESPIN (Fig 4B), a marker for stereocilia [48], which are located on the apical surface of hair cells. These data indicate that the collected spheres were able to differentiate into a subset of matured cochlear cells, proving their multipotency. Therefore, these spheres were used in the subsequent cDNA microarray analyses.

**Fig 4:**
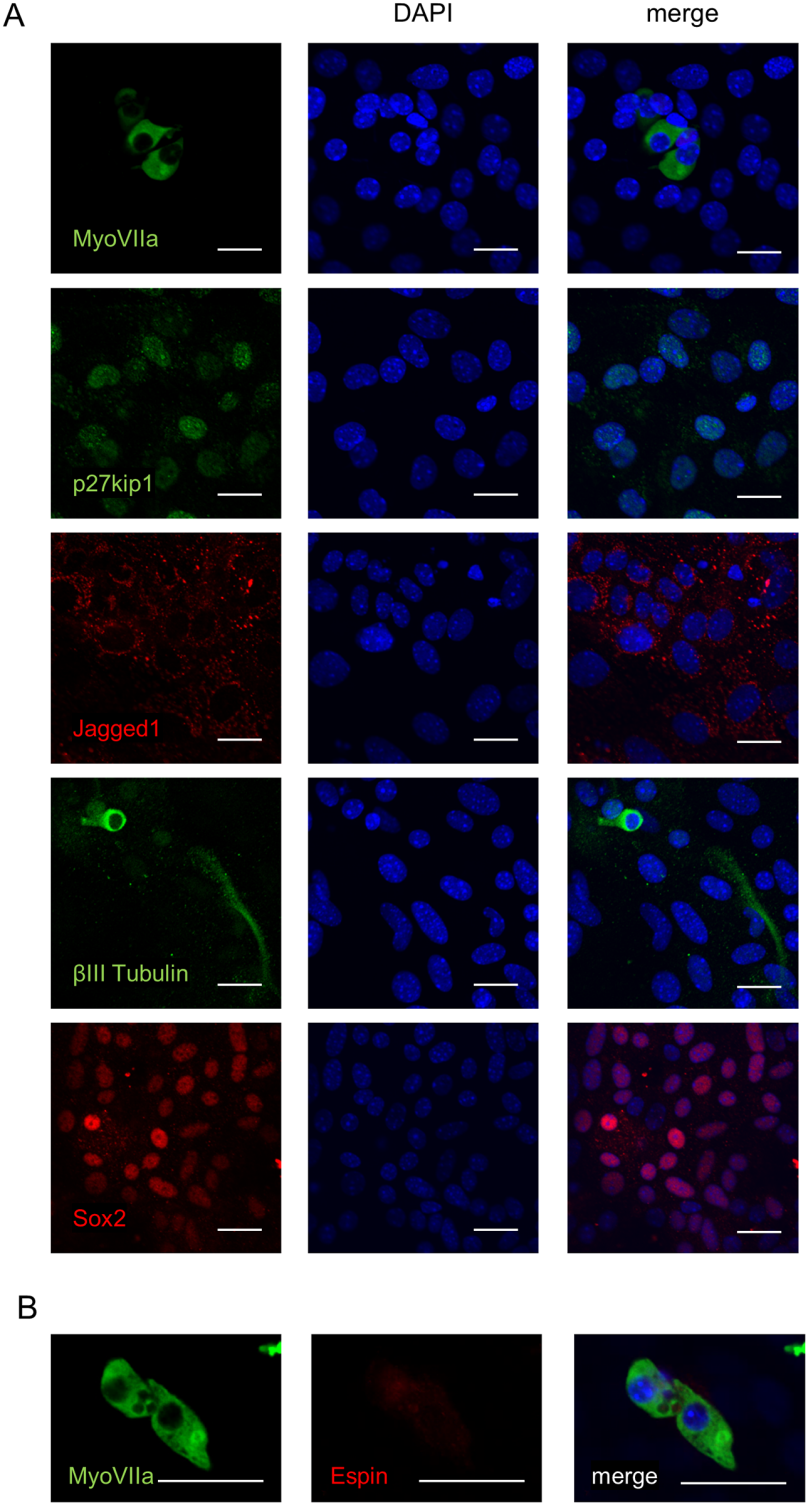
Differentiated cells from secondary solid otospheres. (A) Representative immunostaining images of otosphere-derived cells (after 7 days of differentiation) for a hair cell marker (MYOSIN VIIA), supporting cell markers (P27KIP1 and JAGGED1), neuron-specific βIII TUBULIN and SOX2. The scale bars represent 20 μm. (B) Representative immunostaining of hair cell-like cells for MYOSIN VIIA and ESPIN. The scale bars represent 20 μm.

### Microarray analyses of otospheres, CSE and ESCs

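For this microarray experiment, 11 arrays were hybridized with Cy3-labelled RNA, 6 named as otospheres (OS1 to OS6), 3 as CSE and 2 as ESCs. The arrays lay on 2 slides, the first with 1 ESC, 3 otosphere (OS1-3) and 2 CSE arrays and the second with 1 ESC, 3 otosphere (OS4-6) and 1 CSE array. The ESC datasets of other studies that the paper added are not part of these values, so the ESC group here holds 2 arrays. The authors deposited the scanner files, which hold the median signal intensity of each spot and of its local background, and a table of log2 values after their background correction, quantile normalization and filter on dim probes. The values here start from the scanner files. Each array holds 59305 spots besides the controls, and 55.1% to 63.4% of them were well above background by the scanner's flag on the ESC arrays, 58.5% to 68.2% on the otosphere arrays and 60.0% to 71.6% on the CSE arrays. No spot was saturated, and the small number of arrays limits the precision. Intensities were background-corrected with limma (normexp, offset 16), converted to log2, quantile-normalized over the 11 arrays and averaged over the spots of each probe. Probes were kept when they were at least 10% brighter than the 95th percentile of the negative controls on at least 2 arrays, which left 47997 of 55681 probes. Among 13637 bright probes, the spread between OS1 and OS2 was 0.917 times the spread between spots of the same probe, and that between OS4 and OS5 was 0.400 times. The other 17 pairs of arrays within a group had a ratio of at least 1.56. OS1 and OS2, and likewise OS4 and OS5, thus differed by less than the sampling noise and were counted as 1 sample each, which leaves 4 otosphere, 3 CSE and 2 ESC samples. For OS1 and OS2 the ratio depended on the brightness of the probes, from 1.07 for probes above a mean log2 signal of 6 to 0.825 above 11. The groups were compared in a limma model of the 3 group means, with Benjamini-Hochberg adjustment over the kept probes.

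**Figure D1:**
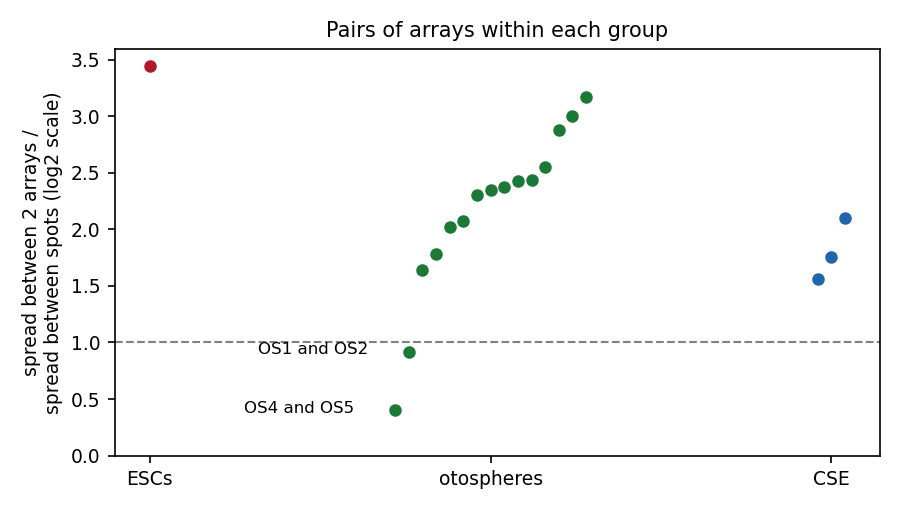
Spread between 2 arrays of a group divided by the spread between spots of the same probe, both on the log2 scale, for each pair of ESC, otosphere and CSE arrays, over 13637 bright probes. The pairs OS1 and OS2 (0.917) and OS4 and OS5 (0.400) lie under the dashed line at 1, and the other 17 pairs lie at 1.56 or higher.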

In order to identify genes differentially expressed between otospheres and the CSE and genes commonly expressed between otospheres and ESCs, we prepared six samples of otospheres, three samples of CSE and two samples of ESCs for the microarray. In addition to the data obtained from these samples, we used four datasets from wild-type mouse ESCs (Series GSE39765; GSM978877 and GSM978878 and Series GSE36313; GSM887832 and GSM887833) registered on the Gene Expression Omnibus (GEO). These four datasets were acquired using the same type of microarray platform (SurePrint G3 Mouse GE 8x60K) as was used in the present study.

A principal component analysis (PCA) demonstrated that each kind of cell formed individual groups that excluded the other kinds of cells (Fig 2A), and there was no significant variance in the groups of otospheres and CSE. 

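In a principal component analysis of the 47932 probes with a value on every array, the first 3 components held 47.2%, 24.3% and 9.36% of the variance. The first component set ESCs, with scores from -227 to -222, apart from otospheres (37.0 to 64.9) and CSE (39.3 to 54.8). The second separated otospheres, at 42.8 to 70.4, from CSE, at -126 to -115, with ESCs between them at 2.91 to 6.64. Along the third component the otosphere arrays ranged from -80.3 to 97.9 and the CSE arrays from -37.3 to 28.2. Otospheres and CSE did not overlap on the second component, where the gap between them was wider than the range within either group.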

The ESCs had variance in the third component, which may reflect clonal variance and/or the difference in the mouse strains. 

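The 2 ESC arrays of this study, from different ESC lines, scored -3.91 and 4.50 on the third component. Their range of 8.41 compares with 178 among the otosphere arrays and 65.4 among the CSE arrays, and the ESC datasets of the other studies were not included.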

A heat map of the correlation between the two samples showed high correlations in the same kinds of cells, and also indicated that the otospheres had a higher correlation with the CSE than with ESCs (Fig 2B). 

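Pearson's correlation was computed across genes, over the kept probes, for each pair of arrays; genes are not independent replicates. Its mean was 0.978 for the 15 pairs of otosphere arrays, with a range of 0.954 to 0.999, 0.978 for the 3 pairs of CSE arrays and 0.961 for the pair of ESC arrays. Otosphere arrays had a mean correlation of 0.943 with CSE arrays (18 pairs, 0.931 to 0.954) and 0.881 with ESC arrays (12 pairs, 0.863 to 0.893). For each of the 4 otosphere samples, the mean correlation with CSE exceeded that with ESCs, by 0.0540, 0.0733, 0.0672 and 0.0575, a mean difference of 0.0630 ± 0.00885 (SD, n = 4). A two-sided exact permutation test of the signs gave p = 0.125, the smallest value that 4 samples allow. All otospheres were set against the same CSE and ESC arrays. Spearman's correlation in place of Pearson's moved the mean difference most, to 0.0861.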

Similar relationships were found in the hierarchical clustering analysis (Fig 2C). These results suggest that the collected otospheres had genetic similarities, and that some of the transcriptomic profile of the CSE were retained in the otospheres.

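In average-linkage clustering of the 11 arrays on 1 minus the correlation, OS4 and OS5 joined first, at a height of 0.00138, followed by OS1 and OS2 at 0.00327. The 3 CSE arrays were joined at 0.0281 and the 6 otosphere arrays at 0.0316, with OS3 the last otosphere array to be added. The ESC arrays joined each other at 0.0391. Otospheres and CSE then formed a cluster at 0.0568, which met the ESCs at 0.122.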

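In the limma model, 2321 probes were higher and 2973 lower in otospheres than in CSE at an adjusted p under 0.05, and 5796 were higher and 7489 lower in otospheres than in ESCs. CSE differed from ESCs in 6349 probes that were higher and 7493 that were lower. The count of probes higher in otospheres than in CSE was 3682 with every array as a separate sample, a setting chosen after the data were seen. It was 1281, 1534 and 1377 without CSE replicate 1, 2 and 3, and 1412 without OS4 and OS5. The count of probes lower in otospheres than in CSE was 1664 and 1836 without CSE replicate 1 and 3. From the groups in the component analysis, the correlations and the clustering, the paper proposes that the otospheres resembled one another and had kept part of the CSE profile.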

To validate the microarray data, the relative gene expression of cochlear markers in otospheres and CSE compared to ESCs was examined by qPCR. The results were not inconsistent with the microarray data (Fig A in S2 Fig). We next examined the similarities and differences between each sample, focusing on general ES and cochlear markers (Fig B in S2 Fig). 

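Dppa5a, Pou5f1, Nanog and Zfp42, which mark ESCs, had mean log2 signals of 17.20, 14.14, 14.68 and 13.04 in ESCs and of 6.74, 5.43, 5.69 and 5.16 in otospheres. In CSE the means were 6.56, 5.40, 5.88 and 4.97. Zfp42 was not well above background on any otosphere or CSE array, which places it at least 231-fold higher in ESCs than in otospheres; such a bound sets the mean of the bright group against the lowest signal well above background on each array of the dim group, or the probe's own signal where that is higher. Its fitted log2 fold change of 7.88, which is no bound, was moved most by scaling to the 75th percentile, to 10.93, and was 6.04 and 9.73 without ESC replicate 2 and 1. Pou5f1 was well above background on 1 otosphere array and 1 CSE array, and Nanog on 4 otosphere arrays and all 3 CSE arrays. Among cochlear markers, Sox10 was 13.02 ± 0.70 (SD, n = 4) in otospheres and 13.29 ± 0.28 (SD, n = 3) in CSE, a difference within the spread between replicates (limma, adjusted p = 0.822). Jag1 was 10.11 ± 0.31 (SD, n = 4) in otospheres and 12.80 ± 0.15 (SD, n = 3) in CSE, lower in each otosphere sample (limma, adjusted p = 1.49e-04).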

While the levels of ES markers were low in each sample derived from the cochlea and otospheres, the cochlear markers were not expressed ubiquitously in the otospheres. For instance, *Nestin* was expressed at lower levels in the OS3 samples than in any of the other otospheres. 

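On the log2 scale, Nes had a signal of 11.38 in OS3, against 12.21 in OS1 and OS2 together, 12.99 in OS4 and OS5 together and 13.11 in OS6. The signal of OS3 lay near those of the second CSE array (11.45) and the second ESC array (11.01). Means were 12.42 ± 0.80 (SD, n = 4) in otospheres, 12.05 ± 0.54 (SD, n = 3) in CSE and 11.55 ± 0.77 (SD, n = 2) in ESCs. Otospheres and CSE differed by 0.37, less than the spread between the otospheres (limma, adjusted p = 0.773). Without OS3 the difference was 0.72, and without CSE replicate 2 it was 0.08.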

The levels of hair cell markers, *MyoVIIa*, *Parvalbumin*, *Atoh1* and *Pou4f3* [50], were upregulated in the OS4-6 samples, implying that OS4-6 might include cells differentiated toward hair cells. Therefore, the otospheres had some heterogeneity. 

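Myo7a had a log2 signal of 7.37 in OS1 and OS2 together and 7.22 in OS3, against 8.50 in OS4 and OS5 together and 8.92 in OS6. For Pvalb the signals were 9.50 and 9.33 in the first of these sets and 10.09 and 10.88 in the second, for Atoh1 5.59 and 4.88 against 6.75 and 7.36, and for Pou4f3 6.50 and 5.78 against 7.56 and 8.28. Each of the 4 markers was thus higher in both samples of OS4-6 than in both samples of OS1-3, a comparison of 2 samples against 2 in which an exact permutation test has only 3 splits. OS4-6 are also the otospheres of the second slide. Averaged over the 4 markers, the second slide exceeded the first by 1.52 on the log2 scale in otospheres, by 0.16 in CSE and by -0.40 in ESCs. All otosphere samples lay below all CSE samples for each marker. The CSE means were 10.47 for Myo7a, 13.74 for Pvalb, 9.29 for Atoh1 and 8.94 for Pou4f3. Otospheres minus CSE was -2.47 for Myo7a (standard error 0.41; limma, adjusted p = 0.00586), -3.79 for Pvalb (adjusted p = 3.58e-04) and -3.14 for Atoh1 (adjusted p = 0.00595). For Pou4f3 it was -1.91 (limma, adjusted p = 0.0538), -2.05 with the slide as a block (adjusted p = 0.0243) and -2.32 without OS6 (adjusted p = 0.0139, and 0.00553 to 0.184 over the alternatives). Over the hair cell list of 23 genes fixed in advance, all 23 were lower in otospheres than in CSE, with a median of -1.77 (camera with a preset correlation, adjusted p = 1.69e-07; fry, 0.0127; camera with an estimated correlation, 0.214), and 14 genes were past the threshold adjusted over the list alone and 11 adjusted over all probes.

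**Figure D2:**
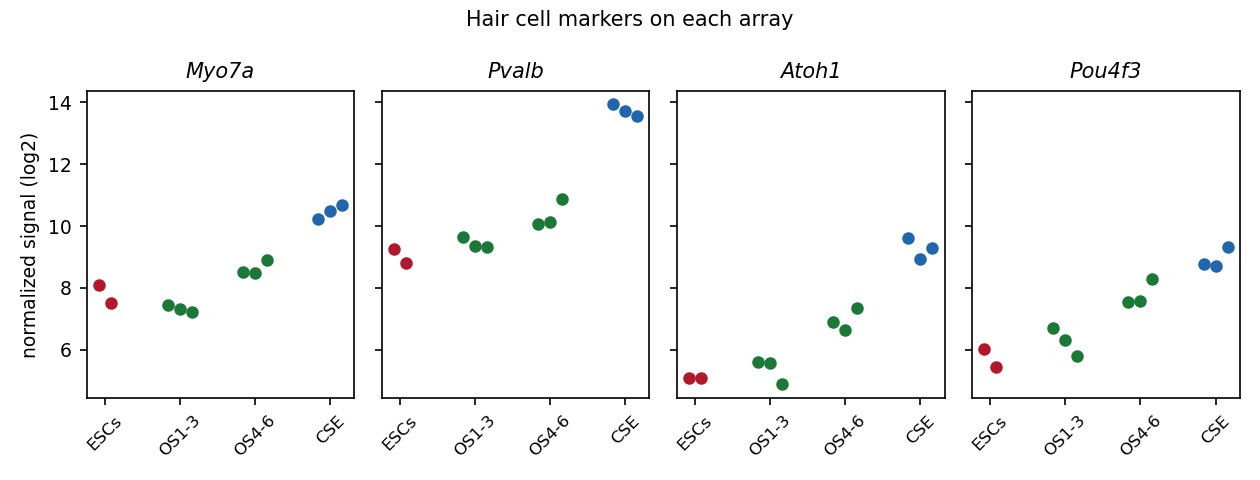
Normalized log2 signal of Myo7a, Pvalb, Atoh1 and Pou4f3 on each array, with ESCs in red, otospheres in green and CSE in blue; each point is an array, with OS1 and OS2, and OS4 and OS5, counted as 1 sample each in the text. The CSE points of Pvalb lie between 13.56 and 13.93, above all otosphere points, and its otosphere points reach 10.88 in OS6.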

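Between OS4-6 and OS1-3, counted as 2 samples against 2, 0 probes had an adjusted p under 0.05 by limma, and 6409 of the kept probes had an unadjusted p under 0.05. With every otosphere array as a separate sample, a setting chosen after the data were seen, 4353 probes passed the adjusted threshold. With OS4 and OS5 left out of the comparison of averaged samples, 123 passed it, with OS6 as the lone sample of OS4-6, assumed to vary like the others. The lowest correlation between otosphere arrays, 0.954, was that of OS3 with OS6. Among bright probes, 18.4% differed by more than 2-fold between these arrays, against 0.235% between OS1 and OS2.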

Next, we identified and categorized the up- or down-regulated gene probes. 

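With the F-test of limma over the 3 groups, 19478 of the 47997 kept probes had a q-value under 0.1, or 40.6%, and 16205 had one under 0.05. Those under 0.1 carry 11398 gene names. The count under 0.1 moved most with every array as a separate sample, to 22635, and was lowest among the replicates left out without CSE replicate 1, at 16688.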

There were 25,822 probes showing a significantly different expression level among the three groups (q < 0.1). Among these probes, 9,463 probes were upregulated only in ESCs (Group “ES high”), 1,883 probes were upregulated in both ESCs and otospheres (Group “ES and OS high”), 6,851 probes were upregulated in otospheres and the CSE (Group “OS and CSE high”), 3,024 probes were upregulated only in the CSE (Group “CSE high”), 2,891 probes were upregulated in otospheres only (Group “OS high”) and 1,710 probes were upregulated in the ESCs and the CSE (Group “ES and CSE high”). 

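Each probe under a q-value of 0.1 was assigned to the best-correlated of the 6 templates over the 3 group means. This gave 7418 probes in "ES high", 1326 in "ES and OS high", 4714 in "OS and CSE high", 2651 in "CSE high", 2098 in "OS high" and 1271 in "ES and CSE high". With each replicate left out in turn, "ES and OS high" held 1042 to 1568 probes and "ES high" 6563 to 7421.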

We then extracted the genes that satisfied the conditions of a q-value < 0.05 and a fold-change > 2 in each group. 

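A fold change was taken as the lowest mean of the high groups minus the highest mean of the low groups on the log2 scale, and probes with a q-value under 0.05 and a change of more than 2-fold were counted. They numbered 4609 in "ES high", 533 in "ES and OS high", 3122 in "OS and CSE high", 1475 in "CSE high", 1120 in "OS high" and 478 in "ES and CSE high". As distinct gene names, the counts were 2792, 424, 2156, 1062, 735 and 385 in the same order. Scaling to the 75th percentile in place of quantile normalization gave 832 probes in "ES and CSE high", 741 in "ES and OS high" and 6857 in "ES high".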

The number of genes was 5,108 in “ES high”, 1,324 in “ES and OS high”, 4,473 in “OS and CSE high”, 2,172 in “CSE high”, 1,886 in “OS high” and 1,171 in “ES and CSE high” (Fig 4D and 4E). Table 1A and 1B shows the top 10 genes with a high fold-change in each group. 

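Of the 60 genes of Table 1, 58 had a probe among those kept, 57 fell in the same group as in the paper and 56 of these also had a q-value under 0.05 and a change of more than 2-fold. For 22 of the 58, a low group was not well above background on any array. Their fold changes are lower bounds, except where the other low group was measured and higher. That was so for Wfdc18, Fabp7 and Cd93, among others, whose fold changes are measured. The fitted log2 fold changes in the paper's groups had a median of 7.02, or 6.96 with the 22 genes at their bound or measured value. The median of the paper's values is 7.92. Over the 36 other genes the median was 6.66, against the paper's 7.32, and the correlation with the paper's values was 0.970. Across these genes, which are not independent replicates, the correlation of the fitted values with the paper's was 0.954 over all 58, and within the 6 groups, which differ in level, it was 0.573 ("ES high") to 0.935 ("OS high"). Trh was 15.57 in ESCs, 5.42 in otospheres and 10.30 in CSE, closer to the "ES high" template. Mmp3 was 12.09 ± 5.35 (SD, n = 4) in otospheres, with 4.82 in OS6, and had a limma q-value of 0.0895; without OS6 the q-value was 0.00129, and over the alternatives it ran from 4.05e-04 to 0.207. Saa3, in "OS high", had a limma q-value of 0.0436, which rose above 0.05 in 10 of 27 alternatives, among them leaving out any CSE or ESC replicate, OS3, both OS1 and OS2, or both OS4 and OS5; its highest q-value was 0.111. Among the 5 largest rises from CSE to otospheres were those of Wfdc18, 10.15 (limma, adjusted p = 5.57e-04; 8.99 without CSE replicate 2 and 11.72 without CSE replicate 1), of Msln at 9.86 and of Lcn2 at 9.07. Among the 5 largest falls, Hbb-bt was at least 734-fold lower in otospheres, where it was not well above background. Hba-a2 fell by 9.63 and Oc90 by 8.72 on the log2 scale. With replicates left out, the rise of Lcn2 ran from 8.52 (without CSE replicate 2) to 10.19 (without OS6). The fall of Oc90 ran from 7.72 (without OS3) to 9.29 (without both OS4 and OS5). The haemoglobin genes are close paralogs, so that a probe can also bind the RNA of another of them.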

The differential gene expression of several select genes in Table 1A and 1B was confirmed by qPCR (Fig 5A). S4 Table shows a full and detailed list of the differentially expressed genes for each group.

**Table 1:** The 10 selected upregulated genes in each group from the microarray data.

**A**					
**ES high**		**ES and OS high**		**OS and CSE high**	
gene symbol	FC (log2)	gene symbol	FC (log2)	gene symbol	FC (log2)
Dppa5a	11.16	Gjb3	6.74	Epyc	11.22
Gdf3	10.57	Cnn1	6.70	Sparcl1	10.78
Tdh	10.31	Pmaip1	6.36	Lect1	10.36
Zfp42	10.23	Plaur	5.92	Otor	9.71
Fgf4	10.14	Krt17	5.10	Nr2f1	9.38
Pigp	10.08	Bcl3	5.01	Igfbp5	9.36
Rpl10l	10.06	Lgals3	4.88	Lum	8.98
Tex19.1	9.92	Cdkn2a	4.79	Tecta	8.51
Pou5f1	9.63	Slc7a3	4.64	Col9a1	8.46
Nanog	9.43	Hspb1	4.39	Pgm5	8.40
**B**					
**CSE high**		**OS high**		**ES and CSE high**	
gene symbol	FC (log2)	gene symbol	FC (log2)	gene symbol	FC (log2)
Hbb-b1	10.82	Wfdc18	10.44	Stmn2	8.23
Hba-a2	8.96	Lcn2	9.68	Trh	5.55
Hbb-b2	8.77	Ifi202b	8.22	Fzd10	5.43
Oc90	8.59	Slpi	8.04	Gng3	5.41
Hba-a1	8.20	Fshb	7.80	Nefh	5.22
Beta-s	7.14	Cst6	7.42	Crabp1	4.86
Fabp7	6.94	Saa3	7.40	Atp1a3	4.85
Ttr	6.90	Msln	7.24	Robo4	4.72
Serpina3a	6.50	Mmp3	7.03	Lrrc33	4.47
Cd93	6.45	Sftpd	6.88	Ramp3	4.37

**Fig 5:**
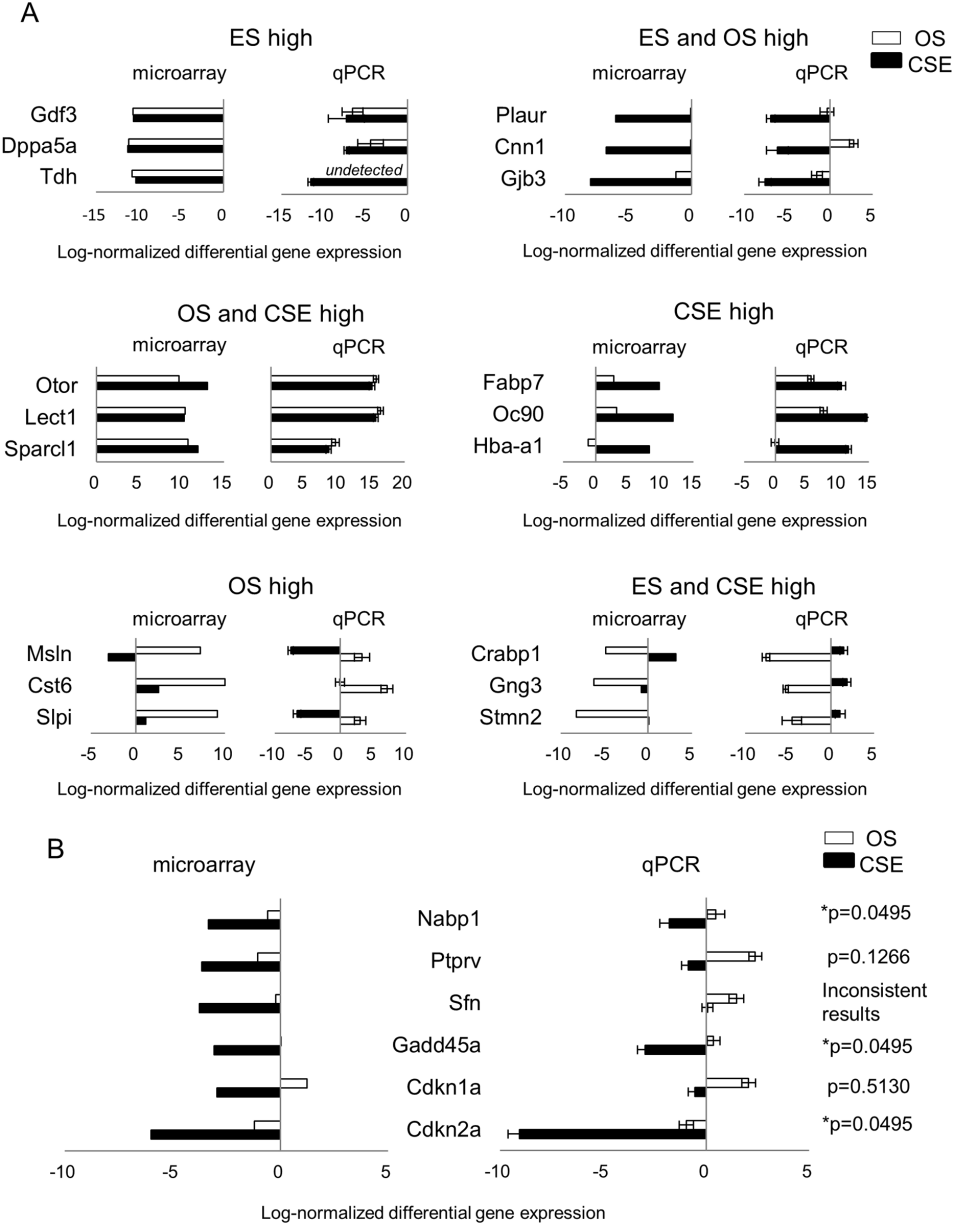
Validation of the microarray results by qPCR. (A) Mean log-normalized (log2) differential gene expression for the selected genes in Table 1A and 1B by microarray (left panel) and qPCR (right panel) derived from otospheres (green bars) and CSE (blue bars). The expression in ESC was set at 1. (B) From the microarray results, six genes in Group “ES and OS high” were identified as involved in the “regulation of cell cycle” by a GO analysis. Among them, three genes (Cdkn1a, Sfn and Ptprv) showed no siginificant difference in the gene expression between the CSE and either ES or OS. The expression in ESC was set at 1. The results are expressed as the means ± SD of three independent experiments. Statistical significance was determined using Mann-Whitney’s U test. P values of less than 0.05 are indicated with an asterisk.

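On the arrays, Nabp1 was 8.43 ± 0.51 (SD, n = 2) in ESCs, 8.13 ± 0.33 (SD, n = 4) in otospheres and 5.86 ± 0.22 (SD, n = 3) in CSE (log2; F-test of limma, q = 2.51e-04). Gadd45a was 10.91, 11.13 and 8.11 in the same groups (q = 1.01e-04) and Sfn 11.03, 10.42 and 7.10 (q = 9.15e-04). Cdkn1a was not well above background in CSE and was at least 4.78-fold higher in ESCs and otospheres; another of its probes was 11.05 in ESCs, 13.50 in otospheres and 11.21 in CSE and fell in "OS high" (q = 0.00836), so the probes of Cdkn1a differ in their group. The fitted log2 fold change of the first probe, 2.31, which is no bound, was 1.12 without ESC replicate 1 and 3.49 without ESC replicate 2. Cdkn2a was 11.80 in OS1 and OS2 together, 12.06 in OS3, 8.23 in OS4 and OS5 together and 5.94 in OS6, against 5.47 in CSE and 10.96 in ESCs. Its limma q-value of 0.0433 rose above 0.05 in 8 of 27 alternatives, among them leaving out any CSE or ESC replicate or both OS4 and OS5, and was 0.117 without CSE replicate 2, the highest of them. Ptprv had a log2 fold change of 1.99 with a q-value of 0.0796, and without OS6, where it was 5.33, the q-value was 0.0235; it fell below 0.05 in 7 of 27 alternatives.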

### Gene ontology (GO) analyses of otospheres, CSE and ESCs

To identify the characteristics of the different cell types, we performed a GO analysis for each group. We derived enriched GO terms from the top 10% ranked lists of genes. Representative enriched biological process ontology terms, a subclass of GO terms, are described in Table 2. S5 Table shows a full list of the GO terms. Contrary to our expectations, “ES and OS high” included no GO terms associated with stemness, such as “stem cell development” (GO: 0048864). Instead of stemness, we focused on “regulation of the cell cycle” (GO: 0051726). Six genes were identified in the terms, and three genes (*Nucleic acid binding protein 1 [Nabp1]*, *Cyclin-dependent kinase Inhibitor 2A [Cdkn2a] and Growth arrest and DNA damage inducible alpha [Gadd45a]*) were significantly upregulated in both ESCs and otospheres by qPCR. (Fig 5B) “OS and CSE high” included GO terms associated with ear or neuron projection development and the cochlea, such as the sensory perception of sound and sensory perception of mechanical stimuli. “OS high” abundantly included GO terms associated with the inflammatory response, immune system and cell damage repair, which may reflect the cell damage when primary or secondary otospheres are produced. 

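The gene ontology test could not be rerun, since no annotation of terms was at hand. In its place, a list of acute phase and inflammation genes, fixed before the data were examined, was compared between otospheres and CSE. The paper's Tables 1 and 3 name 4 genes of this list. Those values come from arrays that include these, so the comparison is not independent of the paper's result. Of its 20 genes, 19 were measured, and all 19 were higher in otospheres, with a median log2 difference of 3.89 (camera with a preset correlation, adjusted p = 6.38e-09). Under fry its adjusted p was 0.0127, and with an estimated correlation in camera 0.183. Past the threshold were 14 genes adjusted over the list alone and 9 adjusted over all probes. The mean of the list, centred per gene, was 3.60 in OS1 and OS2 together, 3.72 in OS3, 2.10 in OS4 and OS5 together and -0.60 in OS6, against at most -1.31 in CSE, with p = 0.0571 by a two-sided exact permutation test of 4 samples against 3.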

The GO term for cell adhesion was noted in “OS and CSE high”, “CSE high” and “OS high”, probably due to the formation of CSE or otospheres.

**Table 2:** The enriched gene ontologies of each group.

**ES high**			
GO term	Count	%	P value
cell cycle	68	14.0	1.79E-27
M phase	46	9.5	3.77E-25
Regulation of transcription	93	19.1	6.32E-09
Meiotic chromosome segregation	7	1.4	6.20E-08
Stem cell differentiation	8	1.6	5.49E-06
Positive regulation of cellular biosynthetic process	29	6.0	8.72E-05
Negative regulation of macromolecule metabolic process	27	5.6	1.28E-04
*In utero* embryonic development	18	3.7	1.65E-04
Anterior/posterior pattern formation	13	2.7	2.33E-04
Regulation of gene expression, epigenetic	8	1.6	0.001156
Sexual reproduction	20	4.1	0.001724
**ES and OS high**			
GO term	Count	%	P value
Negative regulation of kinase activity	5	3.6	6.60E-04
Negative regulation of cell proliferation	8	5.7	0.001846
Positive regulation of programmed cell death	8	5.7	0.003411
Programmed cell death	11	7.9	0.003825
Cytoskeleton organization	9	6.4	0.003965
Response to DNA damage stimulus	8	5.7	0.007178
Regulation of cell activation	6	4.3	0.007485
Cellular response to stress	9	6.4	0.013668
Regulation of cell cycle	6	4.3	0.026045
Posttranscriptional regulation of gene expression	5	3.6	0.028569
**OS and CSE high**			
GO term	Count	%	P value
Cell adhesion	49	11.1	3.81E-15
Ear morphogenesis	18	4.1	1.29E-12
Cell motion	35	7.9	6.08E-12
Sensory perception of sound	15	3.4	7.75E-09
Skeletal system development	26	5.9	1.32E-08
Neuron development	26	5.9	2.15E-08
Regulation of neuron differentiation	14	3.2	6.88E-07
Metanephros development	9	2.0	5.58E-05
Limb development	11	2.5	4.67E-04
Blood vessel development	15	3.4	0.001793
Inner ear receptor cell differentiation	5	1.1	0.004935
Positive regulation of transcription	21	4.7	0.008068
Locomotory behavior	13	2.9	0.010453
**CSE high**			
GO term	Count	%	P value
Neuron differentiation	16	7.5	1.30E-05
Cell adhesion	19	8.9	1.48E-05
Mechanoreceptor differentiation	6	2.8	2.94E-05
Locomotory behavior	11	5.2	1.62E-04
Wnt receptor signaling pathway	8	3.8	3.58E-04
Transmission of nerve impulse	10	4.7	4.97E-04
Cell migration	10	4.7	7.65E-04
Ion transport	16	7.5	0.00579
Forebrain development	7	3.3	0.007139
Sensory perception of sound	5	2.3	0.010504
Regulation of neurogenesis	6	2.8	0.01112
Sensory organ development	8	3.8	0.015929
Circulatory system process	5	2.3	0.026484
Transmembrane receptor protein tyrosine kinase signaling pathway	6	2.8	0.046113
**OS high**			
GO term	Count	%	P value
Inflammatory response	22	12.2	1.07E-15
Acute inflammatory response	14	7.8	3.57E-13
Taxis	6	3.3	0.003203
Multicellular organismal homeostasis	5	2.8	0.004007
Apoptosis	10	5.6	0.026505
Cell adhesion	11	6.1	0.032494
**ES and CSE high**			
GO term	Count	%	P value
Angiogenesis	5	4.3	0.004641
Pattern specification process	6	5.2	0.014583
Neuron differentiation	7	6.0	0.015627
Cytoskeleton organization	6	5.2	0.024834

### Transcription factors that regulate the characteristics of otospheres

It is considered that tissue stem cells, as well as ESCs, possess a mechanism for maintaining their stemness that is fundamentally regulated by multiple genes [33,34], especially transcription factors, because these are usually located upstream of many genes in order to positively or negatively control their transcription [51]. Before identifying the transcription factors that were upregulated in each group, we narrowed the gene sets that satisfied a q-value < 0.05 and fold-change > 2 and were assigned to the GO term, “transcription, DNA-dependent” (GO: 0006351). 

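Genes of the transcription factor table (S6 Table) with a q-value under 0.05 and a change of more than 2-fold were counted by gene name. There were 372 in "ES high", 44 in "ES and OS high", 226 in "OS and CSE high", 76 in "CSE high", 56 in "OS high" and 40 in "ES and CSE high". The table was made by the authors from arrays that include these, so it is not an independent list.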

The number of genes satisfying these conditions was 269 in “ES high”, 56 in “ES and OS high”, 181 in “OS and CSE high”, 68 in “CSE high”, 45 in “OS high” and 25 in “ES and CSE high”. We then refined the transcription factors. Table 3A and 3B shows the top 10 transcription factors with the highest fold-change in each group. 

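All 60 genes of Table 3 were measured, 59 fell in the same group as in the paper and 58 of these had a q-value under 0.05 and a change of more than 2-fold. The fitted log2 fold changes had a median of 3.37, also with the 17 genes that have a low group not well above background at their bound, and the median of the paper's values is 3.71. Over the 43 other genes the medians were 3.22 here and 3.64 in the paper. Largest in "ES and OS high" was Bcl3, at 4.62, and in "CSE high" Hes5, at 4.77. Spib, in "ES and OS high", had a limma q-value of 0.0356 and was not well above background in CSE; its q-value rose above 0.05 in 7 of 27 alternatives, among them leaving out any CSE replicate, ESC replicate 1, both OS1 and OS2 or both OS4 and OS5, to at most 0.109.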

The gene expression of several selected transcription factors in Table 3A and 3B by qPCR were consistent with the microarray data (Fig 6). S6 Table shows a full and detailed list of the differentially expressed transcription factors.

**Table 3:** The 10 selected upregulated transcription factors for each group.

**A**					
**ES high**		**ES and OS high**		**OS and CSE high**	
gene symbol	FC (log2)	gene symbol	FC (log2)	gene symbol	FC (log2)
Zfp42	10.23	Bcl3	5.01	Nr2f1	9.38
Pou5f1	9.63	Cdkn2a	4.79	Tbx2	6.62
Nanog	9.43	Trib3	3.64	Sox10	6.36
Zic3	8.90	Rbpms	2.57	Rarb	6.09
Dppa2	8.71	Klf5	2.51	Zfhx4	6.09
Dppa4	8.48	Sbno2	2.48	Irx3	6.04
Sall4	8.31	Baz1a	2.21	Foxg1	5.86
Zscan10	7.77	Pawr	2.18	Nfix	5.83
Tfap2c	7.61	Spib	2.15	Nfib	5.71
Gbx2	6.87	Ppp1r13l	2.09	Zbtb20	5.65
**B**					
**CSE high**		**OS high**		**ES and CSE high**	
gene symbol	FC (log2)	gene symbol	FC (log2)	gene symbol	FC (log2)
Hes5	6.08	Fosl2	4.70	Gli1	4.18
Scrt1	4.67	Nupr1	3.45	Pou4f2	3.70
Esrrg	4.22	Cebpb	3.43	Sox3	3.63
Fli1	4.08	Cebpd	3.35	Foxd3	3.56
Heyl	4.00	Bcl6	3.16	Rxrg	3.40
Pou3f2	3.71	Vgll3	3.15	Sox17	3.20
Atoh1	3.59	Atf3	3.07	Sox2	2.85
Myt1l	3.33	Fstl3	2.91	Sp5	2.56
Erbb4	3.32	Nfe2l3	2.65	Tet1	2.56
Eya2	3.25	Nfil3	2.60	Sox18	2.41

**Fig 6:**
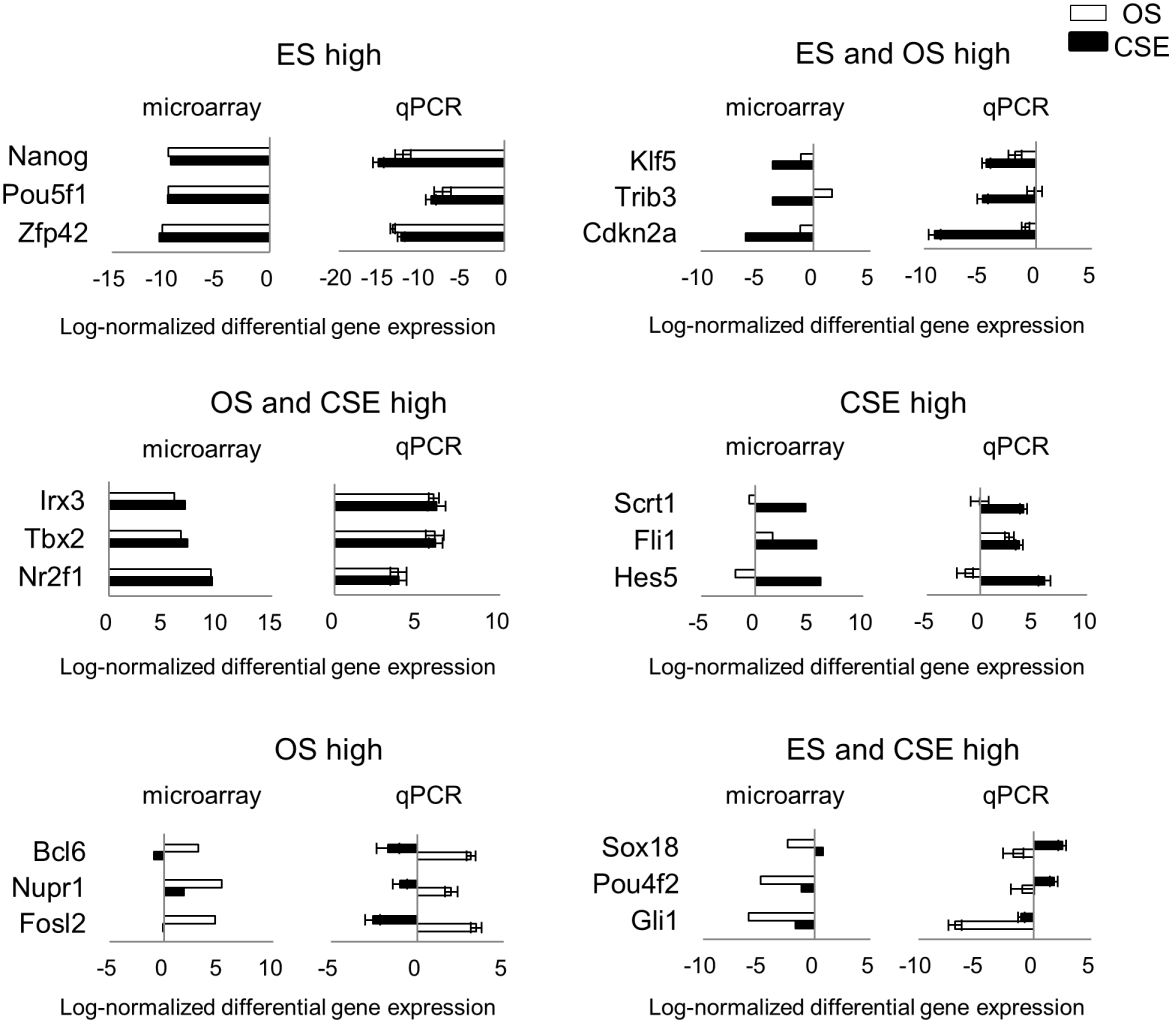
Validation of the microarray results of the transcription factors by qPCR. The mean log-normalized (log2) differential gene expression for the selected transcription factors in Table 3A and 3B by microarray (left panel) and qPCR (right panel) derived from otospheres (green bars) and CSE (blue bars). The expression in ESC was set at 1. The results are expressed as the means ± SD of three independent experiments in the right panel.

We noticed that all of the genes in “ES high” had previously been reported to be involved in pluripotency [52–61]. 

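All 10 transcription factors of "ES high" in Table 3 had a fitted log2 fold change of at least 5.72, with a median of 7.21 over them, or 7.16 with dim genes at their bound, and q-values under 0.05 by limma. Dppa2, Dppa4, Sall4 and Gbx2 were not well above background on any otosphere or CSE array, so their differences are bounds, of at least 52.1-fold for Gbx2. Zscan10 was well above background on 4 otosphere arrays and Tfap2c on 3.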

Other than *Hmga2*, *Cebpd* and *Bcl6*, the other transcription factors found for”ES and OS high” and “OS high” (shown in Table 3A and 3B) have not been reported to have a relationship with the cochlea [62–65].

## Expression of Lgr5 in the otospheres

Lgr5 is a member of the Wnt signaling pathway and is known as a marker of adult intestinal stem cells [37]. Cochlea also has Lgr5(+) cells, and it is reported that otospheres derived from Lgr5(+) supporting cells can differentiate into hair cells at high efficiency [66]. The micoroarray analysis showed that Lgr5 was included in the “OS and CSE high” group. However, the expression of Lgr5 in the CSE was approximately eight-fold that in the otospheres, and qPCR showed similar results (Fig 7A). 

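Lgr5 fell in "OS and CSE high", with an F-test q-value of 9.17e-05 in limma. Its log2 signal was 11.23 ± 0.05 (SD, n = 3) in CSE and 8.53 ± 0.84 (SD, n = 4) in otospheres, and it was not well above background on either ESC array. CSE exceeded otospheres by 2.69 on the log2 scale, or 6.47-fold (limma, adjusted p = 0.00368), and every CSE sample was above every otosphere sample (two-sided exact permutation test, p = 0.0286, the smallest that 4 samples against 3 allow). Otospheres were at least 8.89-fold above ESCs. Among otospheres the signal was 7.91 in OS1 and OS2 together, 7.80 in OS3, 9.56 in OS4 and OS5 together and 8.88 in OS6. The difference was 2.45 without OS3 and 3.04 without both OS4 and OS5, and its adjusted p ran from 9.31e-04 to 0.0277 over the alternatives.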

To examine whether or not our otospheres consist of Lgr5(+) cells, we produced otospheres using our method with cochlea of Lgr5-EGFP-IRES-CreERT2 neonatal mice [37,66]. The spheres were not formed by GFP(+) cells alone, instead including GFP(+) cells at various ratios (Fig 7B). These data confirmed the contribution of Lgr5(+) cells to our otospheres, although the otospheres may contain heterogenous cell populations.

**Fig 7:**
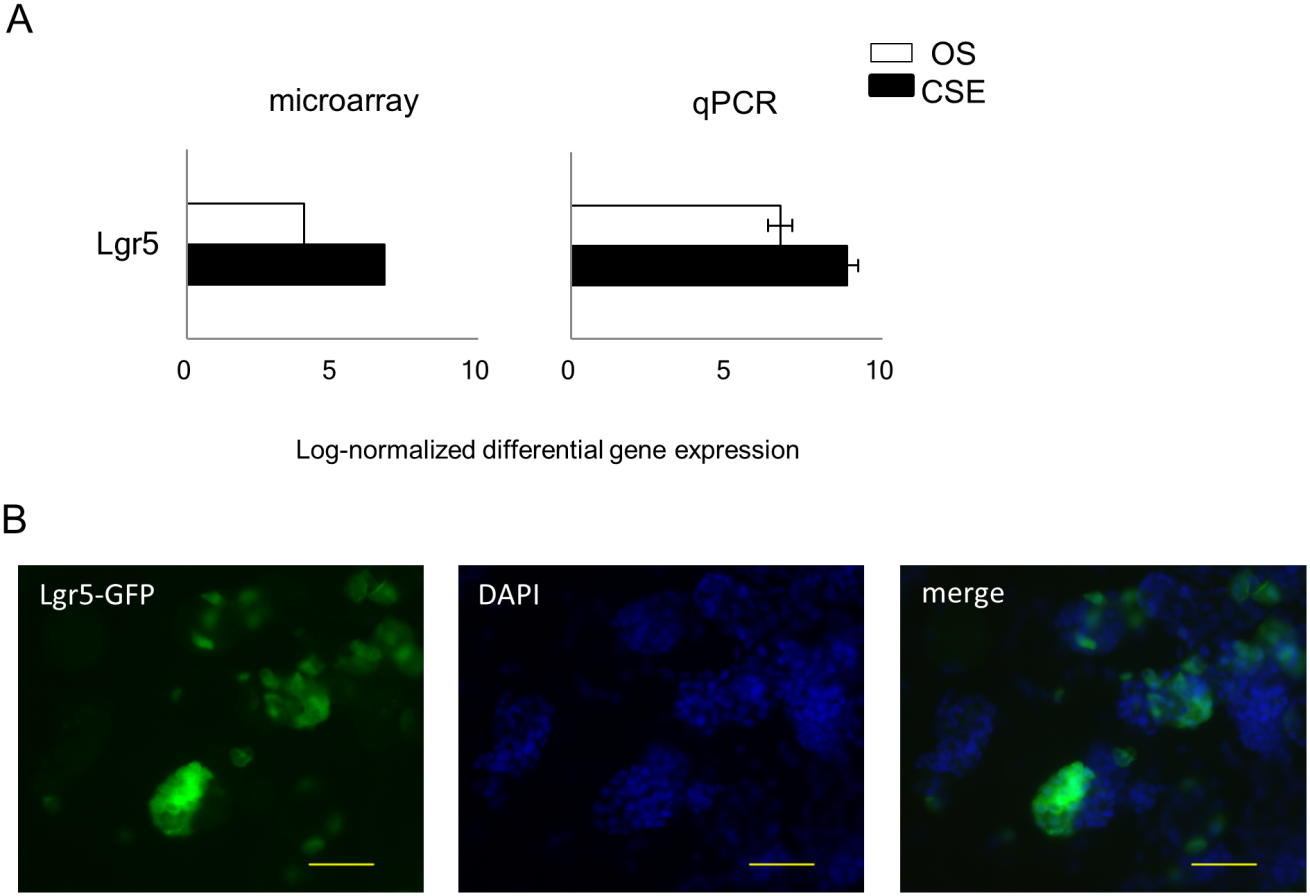
The expression of Lgr5 in the otospheres and CSE. (A) The mean differential gene expression for Lgr5 by microarray (left panel) and qPCR (right panel) derived from otospheres (green bars) and CSE (blue bars). The results are expressed as the means ± SD of three independent experiments in the right panel. (B) GFP(+) cells were detected in the otospheres derived from Lgr5-EGFP-IRES-CreERT2 neonatal mice cochlea using a fluorescence microscope. The scale bar represents 50 μm.

## Discussion

Otospheres have been shown to retain the capacity for self-renewal and differentiation into the multiple cell types that form the cochlea [18,22,27,67]. This observation indicates that otospheres contain stem/progenitor cells of the cochlea and that neurospheres contain neural stem cells. Stemness of spheres is maintained by the activity of tightly regulated Sox2, which is related to the epigenetic status of the Sox2 enhancers [38]. It has been reported that the cochlea loses the majority of stem/progenitor cells during the third postnatal week [27], leading to deterioration of the sphere-forming ability of cochlear cells. Therefore, we produced and investigated otospheres using neonatal mice. Some previous studies have presented the findings of transcriptome analyses of the CSE using microarray assays [68,69]. One such study used the CSE of newborn and adult mice with the goal of detecting genes related to the maintenance or loss of otic stem cells [69]. In contrast, we tried to clearly identify the features of stem/progenitor cells in the CSE by producing and isolating otospheres from CSE samples.

The GO analysis indicated that the transcription of Nabp1, Cdkn2a and Gadd45a was upregulated in “ES and OS high” as regulators of cell cycle, which may be associated with their self-renewal. Nabp1 is essential for a variety of DNA metabolic processes, including replication, recombination and detection and repair of damage [70]. Cdkn2a encodes p16^Ink4a^ and p19^Arf^. Both proteins induce cell cycle arrest in response to stress signals [71]. The proteins encoded by Gadd45a, which is mediated by p53, also respond to stressful conditions [72]. Increased transcripts of these three genes are therefore associated with the *in vitro* subculture of otosphres. Intriguingly, Gadd45a is associated with stemness because it facilitates the reprogramming of somatic cells [73]. There were no terms related to stemness in “ES and OS high”. However, *Gjb3*, the top upregulated gene in “ES and OS high” and a member of the connexin gene family, is known to be a marker of pluripotency [74]. Interestingly, mutations in this gene can also cause non-syndromic deafness [75,76]. The ratio of transcription factors to the overall upregulated genes in “ES and OS high” was significantly larger (15.8%) than that observed in any of the other groups (5~10%). Moreover, transcription factors essential to maintaining ESCs (*Trib3*, *Klf9*) [77] were also noted to be present in “ES and OS high”. 

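By gene name, 44 of 424 genes in "ES and OS high" were in the transcription factor table, or 10.4%, against 742 of 6950 in the other 5 groups together (odds ratio 0.969, two-sided Fisher's exact test, p = 0.935). The share was 13.3% in "ES high", 10.5% in "OS and CSE high", 7.16% in "CSE high", 7.62% in "OS high" and 10.4% in "ES and CSE high". The transcription factor table lists only factors that the paper found to differ, so a factor called only here counts as none. It gave 372 genes in "ES high", where the paper counts 269. These shares are therefore not the same measure as the paper's percentages. The odds ratio was 0.798 with scaling to the 75th percentile, and was 1.06 and 1.01 without ESC replicate 1 and 2, where p was 0.732 and 0.935.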

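Trib3 was 11.92 ± 0.43 (SD, n = 2) in ESCs, 13.45 ± 1.62 (SD, n = 4) in otospheres and 8.50 ± 0.37 (SD, n = 3) in CSE on the log2 scale, with otospheres above CSE by 4.95 (limma, adjusted p = 0.00367). Klf9 was 11.91 ± 0.53 (SD, n = 2), 11.35 ± 0.58 (SD, n = 4) and 10.05 ± 0.18 (SD, n = 3) in the same groups, with otospheres above CSE by 1.30 (limma, adjusted p = 0.0338). The adjusted p of Klf9 was 0.0661 to 0.110 without OS3, OS6, both OS4 and OS5 or any CSE replicate, and 0.0822 with scaling to the 75th percentile.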

Further investigations of these transcription factors may help to elucidate the mechanisms related to the maintenance of stemness in otospheres.

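The mean of the hair cell list, centred per gene, was -0.72 in OS1 and OS2 together, -1.26 in OS3, 0.28 in OS4 and OS5 together and 0.63 in OS6, against 1.25 to 1.61 in the 3 CSE samples. For a list of 18 supporting cell genes, the otosphere values were -0.57, -0.39, -0.13 and -0.55 in the same order and the CSE values 1.82 to 2.12. The spread between otospheres was thus wider for the hair cell list than for the supporting cell list.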

Expression of cochlea-associated genes in otospheres show relative heterogeneity among experimental batches. This might be associated with the technical variability during sphere culture or selection. The other possibility for the heterogeneity may be the variability of constituent cells of otospheres. We showed that otospheres derived from CSE were not always formed by only Lgr5(+) cells. Some reports have shown that tympanic border cells, mesenchymal cells under the basilar membrane, contain slow-cycling cells that might be regarded as stem/progenitor cells [78]. Although these findings indicate the presence of putative stem/progenitor cells in the cochlea, special and temporal location of these cells have not been fully elucidated. Since otospheres are formed from entire CSE, the population of differentiating cells and stem/progenitor cells in each otospheres can vary, which may cause the heterogeneity of expression profiles.

The upregulated expression of transcription factors in ESCs samples was observed in“ES high”, “ES and OS high”, and “ES and CSE high”. While all of the genes in “ES high” shown in Table 3A are involved in pluripotency, three genes in “ES and OS high” (*Trib3*, *Klf5 and Hmga2*) [79–81] and three genes in “ES and CSE high” (*Sox2*, *Sp5 and Tet1*) [82,83] are also involved in pluripotency. On the other hand, the transcription factors included in “OS high” are specific to otospheres, and are therefore considered to be significant for maintaining the characteristics of otospheres. 

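In "ES and OS high", Klf5 had a log2 fold change of 2.34 and Hmga2 one of 0.83, which is less than 2-fold. Hmga2 was 7.75 in ESCs, 8.51 in otospheres and 6.91 in CSE. The adjusted p of Hmga2 for otospheres against CSE was 0.0282 in limma and rose above 0.05 without OS3 (0.0603) or without any CSE replicate (0.0653 to 0.110). In "ES and CSE high", Sox2 was 12.59 ± 0.12 (SD, n = 2) in ESCs, 8.23 ± 0.50 (SD, n = 4) in otospheres and 10.99 ± 0.19 (SD, n = 3) in CSE. Sp5 had a q-value of 0.0294, which rose above 0.05 in 5 of 27 alternatives, among them leaving out any CSE replicate or both OS4 and OS5, to at most 0.0793. Its log2 fold change of 2.13 was 1.35 without OS6. Tet1 was 10.38, 6.90 and 7.94 in ESCs, otospheres and CSE, closer to the "ES high" template, and otospheres lay at -1.04 relative to CSE on the log2 scale (limma, adjusted p = 0.0629).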

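The 10 transcription factors of "OS high" in Table 3 had fitted log2 fold changes of 2.15 to 4.59 with a median of 3.01, or 2.84 with dim genes at their bound. Fosl2 was 12.86 in otospheres, 8.26 in CSE and 8.17 in ESCs, the largest of these changes. For 9 of the 10 the F-test q-value in limma was under 0.05. The exception, Atf3, was 11.31 on the third CSE array against 6.39 and 5.74 on the others and had a q-value of 0.106; without CSE replicate 3 it was 0.00211, and over the alternatives 0.00211 to 0.265. Vgll3 was not well above background on any ESC or CSE array and was at least 5.88-fold higher in otospheres.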

Recently, direct fate conversion of somatic and pluripotent cells has been successfully achieved via the introduction of several transcription factors [84–87]. Likewise, the transcription factors identified in “OS high” can be considered as candidates for deriving otic stem/progenitor cells by direct conversion, and it is expected that a cocktail of transcription factors required for the direct conversion may be identified with further experiments.

## Supporting information

S1 Fig The number of produced otospheres with various concentration of bFGF. One thousand cochlear cells dissociated were cultured in suspension for five days to obtain otospheres with various concentration of bFGF. When used bFGF at concentration of 10ng/ml, the most otospheres were obtained, however, there was no significant difference. The results are expressed as the means ± SD of three independent experiments. Statistical significance was determined using Mann-Whitney’s U test.
(TIF) Click here for additional data file.

S2 Fig Gene expression of ESC markers and cochlear markers by microarray analysis and qPCR. (A) Mean differential gene expression levels for the several cochlear markers by microarray (left panel) and qPCR (right panel) derived from otospheres (green bars) and CSE (blue bars). (B) A heat map representing the similarity and divergence in the gene expression levels of the ESC markers and cochlea markers.
(TIF) Click here for additional data file.

S3 Fig Uncropped gels shown in Fig 3B. A 100bp DNA ladder was used as a DNA molecular size marker in agarose gel electrophoresis. An arrow indicates non-specific bands.
(TIF) Click here for additional data file.

S1 Table PCR primers. (XLSX) Click here for additional data file.

S2 Table qPCR primers. (XLSX) Click here for additional data file.

S3 Table Primary antibodies. (XLSX) Click here for additional data file.

S4 Table A full and detailed list of the differentially expressed genes. (XLSX) Click here for additional data file.

S5 Table A full list of GO terms. (XLSX) Click here for additional data file.

S6 Table A full and detailed list of the differentially expressed transcription factors. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

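Cy3-labelled RNA had been hybridized to 11 single-colour arrays with 62976 spots each, 6 named as otospheres, 3 as CSE and 2 as ESCs, on 2 slides. Otospheres and CSE came from mice aged 1 day, with 10 mice and 20 cochleae per preparation, and otospheres were passaged once, with 4 to 5 days of culture before and again after the passage. The ESCs were at passage 13, and 50 or 100 ng of RNA was labelled. The files do not say which sample had which amount. The plan named the mean signal of a spot, which the files lack, so the median was used. The scanner files, as deposited, hold the median signal intensity of each spot and of its local background on the linear scale, made by Feature Extraction 10.7.3.1 without normalization between arrays. They also hold a processed intensity, background-subtracted and detrended by that software as deposited, and flags for saturated, outlying and well-above-background spots. The authors also deposited a table of log2 values, which they background-corrected with limma, quantile-normalized between arrays and filtered on dim probes. In that table, probes spotted more than once mostly have lower log2 values than in the scanner files, so the scanner files were used and the table served as an alternative.

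Median intensities were background-corrected with limma 3.58.1 in R 4.3.3 (normexp with an offset of 16, against the median local background), since the paper's text does not name the method or the offset. They were converted to log2 and quantile-normalized over the 11 arrays. Control probes and spots with an outlier flag were left out, and the spots of a probe were averaged (399 probes were spotted 10 times, 33 were spotted 2 times and 55249 once). A probe was kept when it was at least 10% brighter, on the linear scale, than the array's 95th percentile of 308 negative control spots on at least 2 arrays. The paper's methods ask for 3 arrays, and 2 were used because the ESC group holds 2 arrays here. Of 55681 probes, 47997 were kept. Gene names came from a reference table of the array for 27435 probes and from the paper's S4 and S6 Tables for 1057 more, 27189 probes had no name, and 25999 kept probes had one. No probe carried the name Hbb-b1. Median signal intensity was 68 to 116 per array against a median background of 32 to 38, and the SD of the log2 signal between spots of the same probe was 0.113 to 0.181. The number of arrays limits the precision.

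Groups were first planned as 11 arrays. After a model of the 11 arrays had been seen, pairs of arrays within a group were compared with the noise between spots, and OS1 with OS2 and OS4 with OS5 were each averaged into 1 sample, since they differed by less than the sampling noise among bright probes. The paper's methods mention technical duplication without saying which samples it covers. The comparisons therefore have 4 otosphere, 3 CSE and 2 ESC samples, and every array as a separate sample is an alternative chosen after the data were seen. A limma model with a mean for each of the 3 groups gave the F-test and the pairwise comparisons (empirical Bayes), with Benjamini-Hochberg adjustment over the kept probes and a threshold of 0.05, and of 0.1 where the paper's results use it. Probes past the threshold were assigned to the best-correlated of 6 templates, and the fold change was the lowest mean of the high groups minus the highest mean of the low groups. Single values were compared by exact permutation tests, two-sided, for which 4 samples against 3 give a smallest p of 0.0286 and the signs of 4 samples one of 0.125. Where no array of a group had a probe well above background, the fold is given as a bound, and a fitted fold change of such a probe, where printed, depends on the offset and is no bound.

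The 10 gene lists, named hair cell, supporting cell, erythroid, endothelial, neuronal, macrophage, acute phase and inflammation, p53 target, integrated stress response and proliferation, were compared between otospheres and CSE with camera (preset correlation 0.01, adjusted over the 10 lists), with fry and an estimated correlation as alternatives, over 19041 genes with 1 probe each. A list's value per sample is the mean over its genes of the signal minus the gene's mean over the 9 samples. Lists of Y-linked, nuclear RNA and immediate early genes were written later, after single genes of these kinds had been seen, which were left out of the last 2 lists. Genes are named when the paper names them for the arrays, when they belong to a reported list, or when they are among the 5 largest rises and the 5 largest falls from CSE to otospheres with an adjusted p under 0.05 and no overlap between the groups. A gene's probe is the one with the largest fold change in the paper's S4 or S6 Table, and otherwise the kept probe with the highest mean signal.

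Alternatives were the offset (0 and 50), scaling of the processed intensity to the 75th percentile, the authors' deposited log2 table, the filter on dim probes (at least 3 arrays, a log-scale floor, the scanner's flag, and no filter), a plain test without empirical Bayes, the slide or the replicate number as a block, gene names in place of probes, the mean over all probes of a gene, the mean of the high groups minus the mean of the low groups, pairwise tests in addition to the F-test, a model of 2 groups only, Spearman's correlation and leaving out each replicate. Leaving out both arrays of an averaged pair, every array as a separate sample, and the deposited table multiplied by the number of spots were added after the data were seen. The pipeline was tested on simulated data with the same design, in which 89.5% of 200 probes changed by 3 on the log2 scale were recovered between otospheres and CSE and 12 of the unchanged probes were called. Of 1200 probes simulated with a pattern, 93.6% were recovered in their group, and 0 were placed in another by the F-test with the templates, which called 71 unchanged probes. Of 200 unchanged lists, 4 had a camera p under 0.05, and all 10 shifted lists were called. The simulated probes varied independently of one another. The simulation therefore does not show how often camera calls unchanged lists of correlated genes, as in the real data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Left out were the ESC datasets of other studies, the gene ontology tests, for which no annotation was at hand, and set tests on the S4 Table, of which the copy at hand is incomplete. Results for some single genes, among them comparisons with the paper's values, are not reported. Experiments by PCR and immunostaining have no deposited values.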

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

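The lists of genes and the other choices described above were fixed before the data were examined, except those named there as added. The tests of the state shared with cultured ESCs, of the slide and of the normalization were chosen only after the results of the lists had been seen.

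For 5 genes, a single otosphere sample lay far from the other 3, as measured by its gap to the nearest sample divided by the whole range. Lcn2 was 13.69 in OS6 against a mean of 18.17 in the others, with a ratio of 0.947, and Fli1 was 4.87 in OS6 against 6.86, with a ratio of 0.926. Wfdc18 was 18.13 in OS3 against 18.58, with a ratio of 0.931, Pigp 6.48 in OS1 and OS2 together against 7.01, with a ratio of 0.912, and Robo4 5.44 in OS4 and OS5 together against 5.02, with a ratio of 0.870. In all, 141 values were examined, and chance alone would give about 7.05 such values, since it marks about 1 in 20 groups. OS6 was the outlying sample in 2 of the 5 cases, and each of the other samples in 1. Wfdc18 is among the brightest probes of the arrays, where quantile normalization gives several arrays the same value, and Robo4 was well above background on 1 otosphere array only. The count of such values gives no ground to look beyond chance, and no biological explanation was tested for them.

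Genes outside those the paper discusses for otospheres and CSE were examined through gene lists. Lower in otospheres were the supporting cell list with a median of -2.45 on the log2 scale (camera, adjusted p = 1.09e-09, 16 of 18 genes lower), the endothelial list with -2.33 (1.11e-10, 19 of 19), the neuronal list with -4.39 (2.66e-14, 15 of 16), the macrophage list with -2.07 (5.59e-09, 11 of 12) and the erythroid list with -0.38 (6.30e-05, 11 of 12). The median and the mean of the erythroid list are far apart, since its mean was -2.65. Higher in otospheres were the p53 target list with a median of 2.04 (4.47e-13, 22 of 22 genes), the acute phase and inflammation list with 3.89 (6.38e-09, 19 of 19) and the integrated stress response list with 1.90 (9.22e-08, 19 of 20). With genes that were not well above background in a group at their bound, the medians of the endothelial and p53 target lists were -2.22 and 1.96. For each of these lists, the mean of the list in every otosphere sample lay on the same side of that in every CSE sample. The exact permutation p was 0.0286, the smallest possible, for the 5 lower lists and the p53 target list, and 0.0571 for the acute phase and integrated stress response lists. Adjusted over the list alone, 15, 14, 14, 9 and 5 genes of the lower lists were past the threshold in the order given, against 13, 12, 14, 9 and 5 adjusted over all probes. For the p53 target list the counts were 20 and 15, and for the integrated stress response list 16 and 9. All 8 calls held under fry, and under an estimated correlation those of the acute phase (adjusted p = 0.183) and integrated stress response (0.214) lists did not. For the acute phase list, the adjusted p ran from 7.70e-20 to 0.183 over the alternatives, and for the integrated stress response list from 3.51e-11 to 0.214. The paper's Tables 1 and 3 name 3 genes of the supporting cell list, 5 of the endothelial, 3 of the neuronal, 3 of the erythroid, 0 of the macrophage, 1 of the p53 target, 4 of the acute phase and 4 of the integrated stress response list.

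How far chance can be excluded was tested by splitting the 4 otosphere and 3 CSE samples in every other way. Of 35 splits, 10 gave at least as many called lists as the real one, which is among them, so the number of called lists does not exclude chance. The others of the 10 set 3 otosphere samples, alone or with 1 CSE sample, against 1 otosphere sample with the other CSE samples, so they still carry much of the real difference, and this count says little against the lists. The splits that put 2 otosphere samples on each side gave 2 to 8 lists, so camera with its preset correlation calls lists readily with these samples. With the slide as a block 9 of the 10 lists were called, and likewise 9 under scaling to the 75th percentile and 9 in the authors' table, which argues against the slide and the normalization as the whole cause.

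A loss of blood, vessel and neuronal cells from the tissue could lower the erythroid, endothelial and neuronal lists together. Over the 47 genes of these lists the median was -2.91, which restates their fall, so a loss of these cells cannot be told apart from other causes of it. The macrophage and supporting cell lists were lower as well, but Itgam, the brightest gene of the macrophage list, was 13.08 in otospheres and 13.07 in CSE. Of the brightest genes of the other lists, Stmn2 was 5.47 in otospheres against 13.15 in CSE and Hba-a2 7.14 against 16.77, while Egfl7, at 11.17 against 13.50, remained high in otospheres. A lower expression of the same genes in the cells that stayed was not tested. For haemoglobin genes, blood in the dissected tissue would also lower the other erythroid genes. Without haemoglobins the list had a median of -0.22 over 9 genes, 8 of them lower (camera, unadjusted p = 0.0471; fry, 9.66e-07), and a mean of -0.62. Of the 12 genes of the whole erythroid list, 2 were not well above background in otospheres or CSE. Kel, which is among these 9, was such a gene. Alas2, also among the 9, was 8.64 in CSE and not well above background in otospheres. Blood therefore remains open, on few genes.

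For the p53 target list, a higher proliferation in culture would raise the proliferation list, which had a median of -0.19 (8 of 24 genes higher; camera, adjusted p = 0.659; exact permutation test, p = 0.714). Since its genes go both ways and its mean ran from -2.37 in OS6 to 0.78 in OS1 and OS2 together, this decides nothing, and the explanation stays open. Without OS6 the median of the proliferation list otosphere minus CSE was 0.34, without both OS1 and OS2 it was -0.65 (camera, adjusted p = 0.00694), and over the alternatives the adjusted p ran from 1.48e-07 to 0.972. A state shared with cultured ESCs would leave the p53 target list level between otospheres and ESCs. The median difference was 0.28 (camera, adjusted p = 0.383, 12 of 22 genes higher), which decides nothing, since the genes go both ways and the mean of the list was 0.80 and -0.01 in the 2 ESC samples. The acute phase list was 4.44 higher in otospheres than in ESCs (camera, adjusted p = 5.31e-05, 19 of 19 genes), which argues against it there. For the integrated stress response list the difference was 1.31 (camera, adjusted p = 0.0179; fry, 0.101), and the explanation cannot be told apart from others since the tests disagree. The other lists had median differences from ESCs of 1.32 for the supporting cell, 1.31 for the hair cell, -0.35 for the erythroid, -1.67 for the endothelial, -3.28 for the neuronal, -0.01 for the macrophage and -3.19 for the proliferation list. Culture and dissection differ between otospheres and CSE in every sample, so a response to culture and a change in the mix of cells both remain open.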

How the results depend on the processing

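Every array as a separate sample, leaving out both arrays of an averaged pair, and the deposited table multiplied by the number of spots were chosen only after the results had been seen. Among 32 comparisons, 20 kept their direction and their side of the threshold, or stayed within 1.5 times of a count, under all the alternatives run. Of 890 values under alternatives, 867 stayed so, 3 lost and 2 gained the threshold, 5 changed sign or side of an odds ratio of 1 and 13 moved further. Among 135 results for named genes and counts of transcription factors, 122 stayed the same, and of their 3616 values 42 lost and 23 gained the threshold and 1 changed sign. For the results that follow the cause was not tested, except where fewer samples or the unit counted make it plain.

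Scaling to the 75th percentile gave 832 probes in "ES and CSE high" in place of 478. The plain test gave 1490 probes higher in otospheres than in CSE in place of 2321, and every array as a separate sample gave 3682. With separate arrays the difference of the otosphere correlation with CSE minus with ESCs was 0.0622 with an exact p = 0.0313, where 6 signs allow a smaller p than 4 (0.0313 to 0.250 over the alternatives). Under that setting 4353 probes differed between OS4-6 and OS1-3 in place of 0, and the proliferation list had a median of 0.0147 in place of -0.19. Counted as gene names, which are fewer than probes, "ES high" held 2792 and "OS high" 735. With an estimated correlation in camera, the medians of the hair cell, acute phase and integrated stress response lists stayed at -1.77, 3.89 and 1.90, with adjusted p = 0.214, 0.183 and 0.214. Over their alternatives, the adjusted p of these lists was 4.82e-13 to 0.214, 7.70e-20 to 0.183 and 3.51e-11 to 0.214.

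With single replicates left out, the number of probes higher in otospheres than in CSE ran from 1281 (without CSE replicate 1) to 2629 (without OS3), and was 1534 and 1377 without CSE replicate 2 and 3 and 1412 without both OS4 and OS5. The number of probes lower in otospheres than in CSE ran from 1664 (without CSE replicate 1) to 3340 (without ESC replicate 1), and was 1836 without CSE replicate 3. The median of the proliferation list otosphere minus CSE ran from -0.65 (without both OS1 and OS2, adjusted p = 0.00694) to 0.34 (without OS6). The odds ratio of transcription factors in "ES and OS high" ran from 0.886 (without both OS4 and OS5) to 1.06 (without ESC replicate 1). Between OS4-6 and OS1-3 it was 0 to 123 probes, the latter without both OS4 and OS5, where OS6 is a lone sample. The correlation difference stayed between 0.0595 and 0.0660, and Lgr5 in CSE minus otospheres between 2.45 and 3.04. Without an ESC replicate, the lone ESC sample is assumed to vary like the other groups.

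The replicate number as a block was fitted on separate arrays, a change of samples chosen after the data were seen. Deviations from the group means were correlated at 0.356, -0.340 and -0.392 between otospheres and CSE of the same number 1, 2 and 3, so the numbers do not pair the samples. Under the replicate block, the proliferation list had a median of 1.01 (adjusted p = 1.48e-07 and at most 0.972 over the alternatives), Nes had an otosphere minus CSE difference of -0.11 in place of 0.37, and the 29 other comparisons fitted kept their direction and threshold. Cdkn1b, Pou4f3, Mmp3 and Ptprv passed the threshold under it, and Klf9 did not.

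The named genes whose call changed under an alternative were Atf3, Bmp7, Cdkn1b, Cdkn2a, Hmga2, Klf9, Mmp3, Pou4f3, Ptprv, Saa3, Sp5 and Spib. Without any CSE replicate, 6 named genes lost the threshold. Bmp7 passed it without either ESC replicate (adjusted p = 0.00377, and up to 0.808 over the alternatives), where the ESC samples, at 11.80 and 7.86, no longer enter the pooled spread. The comparison of OS4-6 with OS1-3 was not fitted with the slide as a block, which is the same split, and probes on the deposited table are limited to those the authors kept. Signal over background limits the results of dim probes. Between 55.1% and 71.6% of spots were well above background, and for a gene that no array of a group shows well above background, such as Lgr5 in ESCs, only a bound can be given.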

Differences from the paper's values

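Counts and log2 fold changes are given as the paper's value and then the value here, which rests on 2 ESC arrays, while the paper's ESC group also holds datasets of other studies. The paper's probes and genes are counted as probes here unless gene names are stated. Alternatives set before the data were examined that reach the paper's value are named for each, and the others do not reach it. A count or percentage is said to reach the paper's value when neither exceeds the other by more than 1.5 times, and a log2 fold change when the gap is within the SD between replicates, so a value that reaches it need not equal it. The replicate block was planned, and was fitted on separate arrays, a change chosen after seeing the values.

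For "ES and OS high" the paper counts 1324 and the value here was 533, and none of the alternatives reached the paper's value. For "OS high" the values were 1886 in the paper and 1120 here, and the mean fold change reached it, as did every array as a separate sample, which was chosen after seeing the values. For "ES and CSE high" they were 1171 in the paper and 478 here, and scaling to the 75th percentile reached it. For transcription factor genes in "ES and CSE high" they were 25 in the paper and 40 here. Offset 50, the replicate block, pairwise tests required, and leaving out OS3, OS6, CSE replicate 1 or CSE replicate 3 reached it, as did every array as a separate sample and leaving out both OS4 and OS5, which were chosen after seeing the values. For the percentage of transcription factors in "ES and OS high" they were 15.8 in the paper and 10.4 here, and a filter of at least 3 arrays and leaving out ESC replicate 1, OS2 or OS5 reached it.

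Log2 fold changes that no alternative brought to the paper's value were those of Dppa5a (11.16 in the paper, 10.47 here), Pou5f1 (9.63 in the paper, 8.71 here), Baz1a (2.21 in the paper, 1.69 here) and Nfix (5.83 in the paper, 4.94 here). The authors' deposited table and offset 0 reached those of Stmn2 (8.23 in the paper, 7.45 here), Trh (5.55 in the paper, 4.88 here), Robo4 (4.72 in the paper, 3.53 here) and Zscan10 (7.77 in the paper, 7.20 here). The deposited table multiplied by the number of spots, chosen after seeing the values, reached the paper's value for each gene for which the deposited table did.

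For Tdh (10.31 in the paper, 9.84 here), offset 0, the deposited table, the mean fold change and leaving out ESC replicate 2 or CSE replicate 2 reached the paper's value. For Nr2f1 (9.38 in the paper, 8.66 here) it was offset 0, the 75th percentile, the deposited table, the mean fold change and leaving out ESC replicate 2 or OS3, and also both OS1 and OS2, chosen after seeing the values. For Igfbp5 (9.36 in the paper, 8.63 here) it was offset 0, the 75th percentile, the deposited table, the mean fold change and leaving out ESC replicate 2, CSE replicate 2 or CSE replicate 3. For Lgals3 (4.88 in the paper, 4.18 here) it was the 75th percentile. For Nefh (5.22 in the paper, 5.74 here) it was offset 50, the replicate block and leaving out ESC replicate 2, OS1, OS3, OS5, CSE replicate 1 or CSE replicate 2, and also every array as a separate sample, chosen after seeing the values. For Ttr (6.9 in the paper, 5.79 here) it was offset 0, the 75th percentile, the deposited table and leaving out ESC replicate 2. For Msln (7.24 in the paper, 6.69 here) it was leaving out ESC replicate 1 or OS3, and also every array as a separate sample, chosen after seeing the values. For Ramp3 (4.37 in the paper, 4.00 here) it was the 75th percentile and the deposited table.

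For Sox10 (6.36 in the paper, 5.54 here), offset 0, the 75th percentile, the deposited table, the mean fold change and leaving out ESC replicate 1 or OS3 reached the paper's value, and also leaving out both OS1 and OS2, chosen after seeing the values. For Sbno2 (2.48 in the paper, 2.14 here) it was offset 0, the 75th percentile, the deposited table, the replicate block, the mean of probes and leaving out OS6. For Irx3 (6.04 in the paper, 4.71 here) it was the 75th percentile, the mean fold change and leaving out ESC replicate 1. For Hes5 (6.08 in the paper, 4.77 here) and Tet1 (2.56 in the paper, 1.04 here) it was the mean fold change. For Esrrg (4.22 in the paper, 2.92 here) it was offset 0, the 75th percentile, the deposited table, the replicate block, the mean fold change, the mean of probes and leaving out ESC replicate 2 or CSE replicate 3.

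The paper finds transcription factors most frequent in "ES and OS high", while here the share was 10.4% there and 13.3% in "ES high". The shares here count genes of the paper's list of differing factors, so they are not the same measure. The paper's own counts of transcription factors, divided by its counts per group, give 4.23% in "ES and OS high" and 5.27% in "ES high", which differ from the percentage it states. The paper places Trh and Tet1 in other groups than "ES high", and here both were closest to the "ES high" template. The paper counts Hmga2 in "ES and OS high", and its change here, 0.83, was less than 2-fold. The paper lists Mmp3, Atf3 and Ptprv as changed, and here their q-values were above 0.05. Mmp3 passed under the slide block, the replicate block and without OS6, Atf3 without CSE replicate 3, and Ptprv under the slide block, the replicate block, the mean of probes and without ESC replicate 2 or OS6. Every array as a separate sample, chosen after seeing the values, called all 3, and the deposited table multiplied by the number of spots, also chosen after seeing the values, called Ptprv. The paper sees little variance within the groups of otospheres and CSE and places that of ESCs on the third component. Here the otosphere arrays had a range of 178 on the third component and the 2 ESC arrays one of 8.41. The components here were computed without the ESC datasets of other studies, so the third need not be the paper's.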

Other observations

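The tests of near-identical arrays, of the number of spots, of noisier spots and of female pups were chosen only after the results they concern had been seen.

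Hair cell markers were higher in OS4-6 than in OS1-3, and OS4-6 are all on the second slide. A shift of the slide would move CSE and ESCs as well. Over the hair cell list, the slide difference of otospheres exceeded theirs by a median of 1.43 (camera, unadjusted p = 1.02e-11, and fry, 0.0234). This argues only weakly against the slide alone, since the second slide held 1 CSE and 1 ESC array. The 2 ESC arrays were also of different lines. Hair cells, or cells on the way to them, would raise other hair cell genes too, and the list without the 4 markers was higher in OS4-6 by a median of 1.42 (18 of 19 genes; camera, unadjusted p = 2.53e-10; fry, 0.0418). More hair cells in OS4-6 may therefore explain the pattern, and a difference between batches of culture that follows the slides remains open. Between the sets, 0 probes had an adjusted p under 0.05 by limma and 6409 an unadjusted one, so all 3 splits of 2 samples against 2 gave as many by construction, and they say nothing on chance.

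For the probes that differ between otospheres and CSE, chance can be excluded, since of 35 splits of 4 samples against 3 only the real one gave as many, 1 in 35. It gave 5294 probes, and the next split gave 173. Culture and dissection are confounded with this comparison.

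OS1 and OS2, and OS4 and OS5, may each be 2 arrays of one preparation, since the higher of the 2 ratios of spread to spot noise was 0.917 and the lowest of the other 17 pairs 1.56. The files and the paper's text do not say so.

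Deviations from the group means were correlated between OS3 and CSE replicate 2 (r = 0.453 over all probes), between OS1 and OS2 together and CSE replicate 1 (0.485) and between OS4 and OS5 together and CSE replicate 3 (0.364), which was the highest sum (1.30) of 24 assignments. For OS3 and CSE replicate 2, noise of dim probes is argued against by the probes above the median brightness, where r was 0.447. A higher share of female pups is argued against by the Y-linked genes, whose median deviation in CSE replicate 2 was 0.81, a rise. More nuclear RNA may explain it, since the median deviation of nuclear RNAs in OS3 was 0.62 (3 of 5 higher) and that in CSE replicate 2 was 2.71 (5 of 5). The row of the slide (correlation with the difference of the ESC arrays, -0.0597), noisier spots (spot noise of 0.174 in OS3 and 0.181 in CSE replicate 2, others at most 0.150) and a weaker immediate early response (-0.14 in OS3, -1.66 in CSE replicate 2) cannot be told apart from other explanations, since single samples are compared. No biological explanation beyond these was tested. The members of each of the 3 pairs share a slide, a shared preparation was not tested, and the comparisons of otospheres with CSE do not take these correlations into account.

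Probes spotted more than once are mostly low in the authors' deposited table. The median ratio of the level in the scanner files to the authors' value was 9.99 for probes spotted 10 times (quartiles 9.93 and 10.1 over 209 bright probes), 1.99 for those spotted 2 times and 0.995 for those spotted once, as if log2 values had been divided by the number of spots. Of 22 probes of the S6 Table spotted 10 times, the 15 that changed by more than 2-fold here had a median ratio of the log2 fold change here to the paper's of 8.63 (the medians of the fold changes were 1.44 here and 0.159 in the paper), and for the 1021 of 1849 probes spotted once that did so the ratio was 0.944. Of 360 probes spotted 10 times, 154 had a q-value under 0.05 and a change of more than 2-fold here. In a model of the authors' table, 2 did so. Among probes spotted once, 23.5% did so here and 25.5% in that table. The 2-fold limit depends on the size of the log2 values, so the drop need not be one of significance. Chosen after their values were seen, Scara3 had a log2 difference of 6.36 here and 0.68 in that table, C3 6.32 and 0.64, Acta2 4.83 and 0.49, Sox9 4.60 and 0.54 and Isl1 4.52 and 0.51. Nr0b1, the largest of these changes, was an exception, with 7.52 here and 8.27 in that table. A division by the number of spots is a candidate explanation, and how it arose is not known.

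Genes that the paper measured by PCR or staining had these log2 signals in ESCs, otospheres and CSE. Bmp4 was 11.54, 9.07 and 13.18, with otospheres minus CSE at -4.11 (limma, adjusted p = 3.19e-05, lower in 4 of 4 samples). Bmp7 was 9.83, 12.08 and 13.05, with a difference of -0.97 (limma, adjusted p = 0.549, and 0.00377 without either ESC replicate). Cdkn1b was 10.72, 12.67 and 13.23, with a difference of -0.56 (limma, adjusted p = 0.210).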
